# A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space

**DOI:** 10.1371/journal.pone.0164359

**Published:** 2016-11-02

**Authors:** Luis Zea, Nripesh Prasad, Shawn E. Levy, Louis Stodieck, Angela Jones, Shristi Shrestha, David Klaus

## Abstract

Bacteria behave differently in space, as indicated by reports of reduced lag phase, higher final cell counts, enhanced biofilm formation, increased virulence, and reduced susceptibility to antibiotics. These phenomena are theorized, at least in part, to result from reduced mass transport in the local extracellular environment, where movement of molecules consumed and excreted by the cell is limited to diffusion in the absence of gravity-dependent convection. However, to date neither empirical nor computational approaches have been able to provide sufficient evidence to confirm this explanation. Molecular genetic analysis findings, conducted as part of a recent spaceflight investigation, support the proposed model. This investigation indicated an overexpression of genes associated with starvation, the search for alternative energy sources, increased metabolism, enhanced acetate production, and other systematic responses to acidity—all of which can be associated with reduced extracellular mass transport.

## Introduction

Since the Soviet Korabl-Sputnik 2 (called Sputnik 5 in the West) and the American Discover 17 satellites launched in 1960, numerous bacterial experiments have taken place in Earth’s orbit. It is now known that bacteria grown in space exhibit a number of differences relative to their Earth behavior. For non-motile, suspension cultures in particular, general trends of reduced lag phase and increased final population density have been consistently observed [1]. Other experiments have indicated changes such as improved biofilm formation [2,3], higher specific productivity of secondary metabolites [4], a thicker cell envelope [5] and enhanced conjugation efficiency [6]. In addition to these various altered microbial growth characteristics, results indicating increased capability to cause disease (virulence) [7,8] and reduced susceptibility to antibiotics in space have also been reported [9–15]. These health-related findings present especially concerning challenges for long duration space crews in terms of treating potential infections.

Although the cause of each of these observations is commonly attributed to some aspect of the reduced-gravity environment, a validated model quantifying the specific underlying mechanisms has not yet been established. Early theoretical analyses suggested that intracellular processes are not likely to be directly affected by gravity at this scale [16]. It has been hypothesized that the extracellular environment is altered due to the lack of gravity-driven forces and flows, namely buoyancy, sedimentation, and convection. Thus, molecular transport through the boundary layer to and from the cell essentially becomes limited to diffusive processes only [17–22]. This subtle, quasi-stable change in the chemical environment in the immediate vicinity of the cell (as an osmotic solute gradient) has been hypothesized to subsequently give rise, at least in part, to most of the altered behaviors summarized above [9,10,23–26]. Ground simulations of microgravity via clinorotation and the engineering of mutant buoyant strains have resulted in similar trends as observed in space experiments [27–30]. Interestingly, bacterial motility has been shown to eradicate many of these altered responses, presumably by disrupting the otherwise quiescent fluid environment experienced in the boundary layer surrounding non-motile cells in space [31].

However, to date neither spaceflight results, ground-based studies, physical measurement techniques [32] nor computational approaches [22], have provided sufficient evidence needed to definitively confirm the extracellular transport model proposed to govern bacterial responses to spaceflight. Therefore, although the above results and associated explanations all suggest that reduced mass transport can be responsible for the reported changes, they do not yet confirm this theory. In order to gain more insight into this suspected transport-driven underlying cause, we designed an experiment to characterize gene expression differences between matched *E*. *coli* liquid suspension cultures grown in space and on Earth. We hypothesized that for *E*. *coli* cultures grown in space, the genes associated with starvation (due to reduced glucose uptake) and acidic response (from buildup in the local microenvironment) would be overexpressed with respect to matched Earth controls. These responses would be expected to occur with reduced extracellular mass transport into and away from the cell. Because transcriptomic analyses allow us to investigate the dynamic responses of cells at the molecular level, these gene expression data could provide insight into environmental factors that the bacterial cells were exposed to in space and corroborate the proposed altered extracellular environment model.

## Results

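RNA was sequenced from *E. coli* grown without oxygen in Medium E with glucose, in space or on Earth, and challenged with gentamicin, an aminoglycoside that acts on the ribosome. The cultures were held for 23 h before the start, received the drug 19 h after it and were fixed 30 h later, 49 h after the start. The paper set 30 °C and recorded 30.2 °C in space and 31.7 °C on Earth, so temperature goes with location, and the sample labels give 37 °C. Each library came from its own Fluid Processing Apparatus, a separate culture tube. There were 4 space and 4 Earth libraries at 25 μg/mL, 3 and 3 at 50 μg/mL, and 3 and 4 at 75 μg/mL. The authors depleted ribosomal RNA with a Ribo-Zero Gold kit that the paper gives as the yeast version, and sequenced on a HiSeq 2500. They mapped the reads in CLC Genomics Workbench 7.5.1 to the genome of DH10B, which is not the strain that was grown. They deposited the RPKM of each gene, its reads scaled by its length and by the mapped reads of the library. Depth was read from the steps that whole reads leave in the RPKM values. Counted in units of 1000 reads in the listed genes, the space libraries spanned 789 to 1865 (median 1459) at 25 μg/mL, 507 to 3099 (median 2582) at 50 μg/mL and 371 to 3020 (median 2825) at 75 μg/mL. The Earth libraries spanned 3358 to 5164 (median 4086), 181 to 2068 (median 911) and 22.6 to 3322 (median 2925). Earth library 1.7A at 50 μg/mL and Earth library 18.4A at 75 μg/mL held the fewest reads in genes, and their RPKM values summed, also in units of 1000, to 128 and 144 against 564 to 1304 in the others. The share of bases with a quality of 30 or more (Q30), as the paper reports it, was 56.19% to 72.07% in the space libraries and 72.66% to 75.86% in the Earth libraries, so the location and the sequencing quality cannot be told apart.
Genes with a mean of at least 1 RPKM over the 21 libraries (3871 genes) were tested with limma on log2(RPKM + 1), with 1 mean per group and Benjamini-Hochberg adjusted two-sided p-values. A log2 fold change on this scale understates the change of genes with low values. The paper's own criterion, a ratio of mean RPKM of at least 2 or at most 0.5 with no test named, was also applied. At 75 μg/mL the ratios here use the mean of the 4 Earth libraries. The paper's ratios there equal those made with a deposited Earth average over 7 cells, Earth libraries of 50 μg/mL among them. Its values and counts at 75 μg/mL, and those over all 3 concentrations, therefore differ from those here. The median log2 fold change of all tested genes was -0.74 at 25 μg/mL, 1.26 at 50 μg/mL and 0.53 at 75 μg/mL. After rescaling the libraries by the median ratio of their genes it was 0.13, 0.04 and 0.16. Medians of gene lists are therefore given relative to the median of all genes. Counts of list genes adjusted over the list alone are not relative in this way. At 50 μg/mL limma gave an unadjusted p under 0.05 to 688 higher genes and 1 lower gene. After median-ratio rescaling these were 79 and 55. A count of higher genes of a list at 50 μg/mL therefore includes the shift of all genes and is not particular to that list.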

Three groups of samples were used for this analysis: *E*. *coli* challenged with 25, 50 or 75 μg/ml of Gentamicin Sulfate, each group having four replicates cultured in space and four on Earth (with the exception of Space and Earth 50 μg/ml, and Space 75 μg/ml, which had *n = 3*). A Welch’s test showed that there was a 13-fold increase in overall final cell count in space with respect to ground (*Welch’s F*(1, 10.88) = 116.68, *p* <0.0001). The no-drug controls were fixed at a different time than the drug samples so the “drug concentration” independent variable can’t be properly assessed. Nonetheless, the other independent variable, gravity– μg, having Earth 1g as control—can be interrogated. Furthermore, analysis based on pairwise comparison of averaged RNA expression among these groups by the Spearman correlation coefficient showed well-defined segregation in the collective mRNA expression levels between *E*.*coli* grown in Space and Earth (Fig 1).

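Mean RPKM profiles, compared across genes, which are not independent replicates, correlated most closely between 50 and 75 μg/mL of one location. Spearman's rho between the group means was 0.993 for Earth at 50 and 75 μg/mL and 0.988 for space at 50 and 75 μg/mL. Between space and Earth it was 0.928 at 25 μg/mL, 0.965 at 50 μg/mL and 0.976 at 75 μg/mL. The space cultures at 25 μg/mL had 0.889 against space at 50 μg/mL and 0.874 against space at 75 μg/mL, and the lowest value of the 6 groups was 0.872, between space at 25 μg/mL and Earth at 50 μg/mL. Between single libraries at 25 μg/mL, rho averaged 0.959 within space, 0.960 within Earth and 0.903 between them, a separation of 0.0567 (exact permutation test, one-sided p = 0.0286, the smallest that 70 arrangements allow). At 50 μg/mL the corresponding means were 0.884, 0.955 and 0.917, a separation of 0.00252 (exact p = 0.4 over 20 arrangements). At 75 μg/mL they were 0.871, 0.825 and 0.863, a separation of -0.0233 (exact p = 0.83 over 35 arrangements). Over the 3 concentrations together the separation was 0.0120 (permutation test within concentrations, one-sided p = 0.165).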

**Fig 1:**
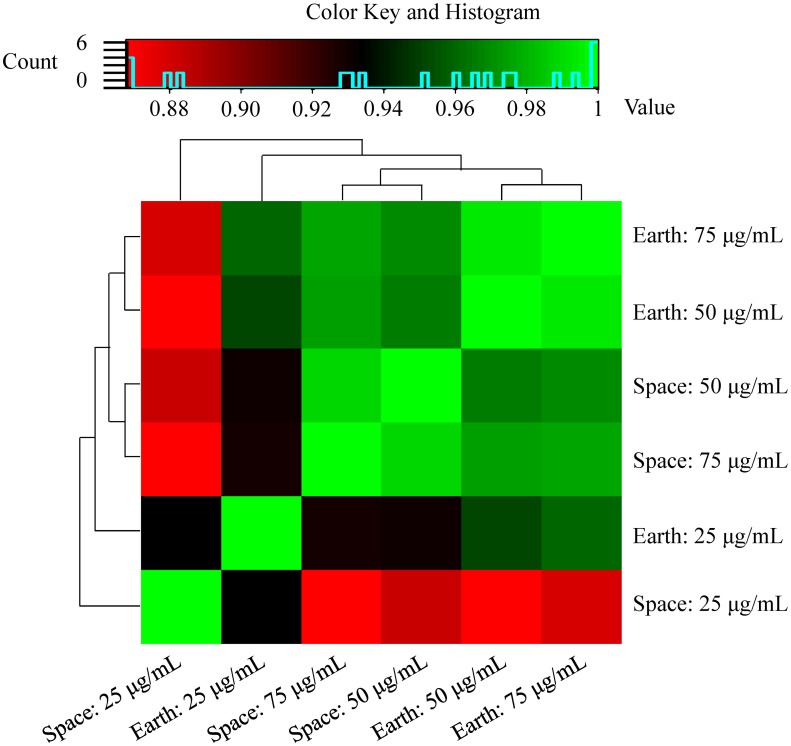
Spearman correlation. The hierarchical clustering of Spearman correlation coefficients showing pairwise comparisons of effect of Gentamicin Sulfate exposure at various concentrations to *E*. *coli* grown in space and on Earth. This observation indicates that transcriptome-wide RNA expression profiles may be used to distinguish and characterize the response of *E*.*coli* to antibiotic concentration and gravitational conditions at molecular levels.

The number of genes that were differentially expressed per group is described in S1 Table. 

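At 25 μg/mL, 151 genes differed between the space and the Earth cultures at an adjusted p under 0.05 in limma, 41 of them higher in space and 110 lower. *yegP* rose 23.9-fold (log2 fold change 4.49, standard error 0.89, adjusted p = 0.00704), the entericidin gene *ecnB* 24.6-fold (adjusted p = 0.000659), the hydrogenase 1 gene *hyaC* 18.2-fold (adjusted p = 0.000659) and the haemolysin gene *hlyE* 18.9-fold (adjusted p = 0.00611). Among the genes that fell were *yidD*, at 0.0471 times the Earth mean (adjusted p = 0.00155), the cold shock gene *cspG*, at 0.052 times (adjusted p = 0.0135), and the ribosomal protein genes *rpmH*, at 0.0769 times (adjusted p = 0.00725), and *rpsJ*, at 0.0708 times (adjusted p = 0.00611). No gene passed limma at 50 μg/mL, where 689 genes had an unadjusted p under 0.05, nor at 75 μg/mL, where 73 did. By the 2-fold criterion, 270 genes were higher and 1580 lower at 25 μg/mL, 2213 and 25 at 50 μg/mL, and 344 and 54 at 75 μg/mL. After median-ratio rescaling these splits were 810 and 472, 435 and 151, and 390 and 227, and limma called 280 genes higher and 271 lower at 25 μg/mL.
The limma counts at 25 μg/mL moved with single libraries. The 41 higher genes were 27 without space library 1.2A, 26 without 17.3A and 22 without 1.4A, 22 without Earth library 17.2A, 25 without 1.3A and 22 without 17.4A, and 103 without Earth library 18.4A of 75 μg/mL. The 110 lower genes were 22 without 17.1A, 44 without 1.2A, 33 without 17.3A, 37 without 1.4A, 49 without 1.1A, 20 without 17.2A, 52 without 1.3A and 20 without 17.4A, and 204 without Earth library 1.7A of 50 μg/mL and 746 without 18.4A. At 50 μg/mL, 12 genes passed without space library 17.5A and 365 without Earth library 18.4A. All 365 were higher, as most genes were there, and 18.4A enters that contrast only through the pooled variance. A pass at 50 μg/mL without 18.4A, given for single genes below, is 1 of these 365. By the 2-fold criterion, the higher genes at 50 μg/mL were 1085 without Earth library 1.7A, and the lower genes were 58 without space library 17.5A, 41 without Earth library 1.7A and 15 without Earth library 17.8A. The higher genes at 75 μg/mL were 186 without Earth library 18.4A, 598 without 18.2A and 523 without 2.3A, and the lower genes were 83 without space library 18.1A, 333 without 18.3A and 119 without Earth library 18.4A. With only the space libraries of at least 65% Q30, 1 at each concentration, the log2 fold changes at 25 μg/mL were 5.34 for *yegP*, 5.60 for *ecnB*, 4.69 for *hyaC* and -3.99 for *rpmH*, against 4.49, 4.44, 4.13 and -3.67 with all libraries. Those of *gadE*, *wrbA* and *yccJ* were 4.53, 4.20 and 4.35, smaller than with all libraries. A space group of 1 library has no spread of its own, so no calls are read from it. *yegP* and *hlyE* did not pass with a pseudocount of 0.1 (adjusted p = 0.0599 and 0.0956). The cold shock gene *cspG*, whose comparison goes with cultures that the paper recorded as 1.5 °C warmer on Earth, did not pass without 17.1A, 17.2A or 17.4A (highest adjusted p = 0.0712).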

Gene expression analyses showed that 81 genes were commonly overexpressed throughout the three tested groups (see S2 Table) (a differential expression larger than |2| was consider statistically significant). 

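By the ratio of mean RPKM over the libraries of each group, 30 genes were at least 2-fold higher in space at all 3 concentrations, where independent lists of the same sizes would share 13.4. With the deposited Earth average at 75 μg/mL, which also holds Earth libraries of 50 μg/mL, the count was the paper's 81. That average was tried after the values were seen. Only 1 gene, the toxin gene *hokE_1*, was at least 2-fold lower at all 3 concentrations by the means of the libraries. Its space means were near the floor, with 0.55, 0.80 and 0.74 RPKM at 25, 50 and 75 μg/mL. The other entry of that gene, *hokE_2*, went the other way at 50 μg/mL, with 4.06 RPKM in space and 0 on Earth. After median-ratio rescaling, 53 genes were higher in all 3 sets, against 8.95 for independent lists. *yehE*, of unknown function, had 2.82, 3.25 and 3.79 times the Earth mean at 25, 50 and 75 μg/mL, although its log2 fold change at 50 μg/mL turned from 0.58 to -0.45 after rescaling and to -0.51 without space library 1.6A. The bacterioferritin gene *bfr*, an iron store, had 5.32, 8.19 and 2.93 times the Earth mean, and *sdhB* of succinate dehydrogenase had 2.16, 2.15 and 1.83 times. Neither passed limma at any concentration (smallest adjusted p = 0.196 and 0.382), while *bfr* passed at 25 and 50 μg/mL without Earth library 18.4A (adjusted p = 0.0133 and 0.034) and at 25 μg/mL after rescaling (0.0177) and in a fit of the 25 μg/mL libraries alone (0.00119), where *yehE* passed too (0.00596). Of the 81 genes of S2 Table, which were chosen on these same samples and so are not independent evidence, 11 were higher at 25 μg/mL and none lower (19 higher when adjusted over the list alone; adjusted p = 0.0198 with an estimated correlation). None passed at 50 μg/mL, where 38 did when adjusted over the list alone (adjusted p = 0.292 with an estimated correlation), nor at 75 μg/mL. The count of 11 at 25 μg/mL became 4 without 1.4A, 17.2A or 17.4A, 5 without 1.2A, 17.3A, 1.1A or 1.3A, 6 without 17.1A and 35 without 18.4A. The 30 genes shared by the 3 sets became 19 without 1.2A, 48 without 18.1A, 48 without 2.1A, 49 without 18.2A.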

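*entS_2*, an entry of the enterobactin exporter gene, which the paper also lists as *entS_1*, had a mean of 53.4 ± 72.8 RPKM (SD, n = 3) in space and 3.7 ± 4.2 RPKM (SD, n = 3) on Earth at 50 μg/mL, 14.4 times as much (limma adjusted p = 0.276). Its ratio was 2.36 at 25 μg/mL (adjusted p = 0.74) and 1.68 at 75 μg/mL (adjusted p = 0.959). *yiaG*, a predicted transcriptional regulator, rose 14.2-fold at 25 μg/mL (log2 fold change 3.82, adjusted p = 0.0294), a call lost without any 1 of the 8 libraries of that concentration (highest adjusted p = 0.116) or with a pseudocount of 0.1 (0.221). Of the 15 genes of at least 10-fold in the paper's list of commonly overexpressed genes, which was chosen on these samples and so is not independent evidence, *gadX*, *yccJ*, *yegP* and *yiaG* were higher at 25 μg/mL and none was lower (6 higher when adjusted over the list alone; adjusted p = 0.0307 with an estimated correlation). None of the 15 passed at 50 μg/mL, where 13 did when adjusted over the list alone (adjusted p = 0.126 with an estimated correlation), or at 75 μg/mL.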

Table 1 presents the genes from this list that were overexpressed at least a 10-fold. It was noted that there were no trends in the differential expression of most genes with respect to drug concentration.

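No gene's difference between space and Earth changed with the concentration at an adjusted p under 0.05 in limma's test of the interaction. Between 25 and 50 μg/mL, 1373 genes had an unadjusted p under 0.05, between 25 and 75 μg/mL 652 and between 50 and 75 μg/mL 46. By mean RPKM, 870 genes were at least 2-fold lower in space at 25 μg/mL and at least 2-fold higher at 50 μg/mL, and 7 were higher at 25 and lower at 50 μg/mL. After median-ratio rescaling these numbers were 40 and 55. Rescaling also brought 96 genes past the interaction test between 25 and 50 μg/mL and 103 between 25 and 75 μg/mL, and none between 50 and 75 μg/mL. *hyaC* had a log2 fold change at 75 μg/mL that differed by -4.70 from that at 25 μg/mL, with an adjusted p of 0.106 as deposited and 4.3e-05 after rescaling. The ribosomal protein gene *rpsJ* had one higher by 4.82 at 50 than at 25 μg/mL, with an adjusted p of 0.0619 as deposited and 0.0102 after rescaling. Without Earth library 18.4A, 1884 genes passed between 25 and 50 μg/mL and 15 between 25 and 75 μg/mL.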

**Table 1:** Overexpressed genes in all three sets. Commonly overexpressed genes throughout the three test groups (25, 50 and 75 μg/ml Gentamicin Sulfate), where genes were up-regulated at least ten-fold in space with respect to their matched Earth (1g) controls in one or more of the tested conditions. S11 Table provides a Gene set analysis of these genes in pathways and with statistical significance.

Gene Name	Known or predicted function ^a^	Molecular Function ^a^	Biological Process ^a^	25 μg/mL^b^	50 μg/mL^b^	75 μg/mL^b^
*entS_2*	Enterobactin exporter EntS*		enterobactin transport	2.36	14.44	2.45
*gadX*	HTH-type transcriptional regulator GadX	Catalytic activity / Nucleic acid binding	Metabolism / Biological regulation / Response to stimulus	13.73	5.82	2.05
*hdeA*	Acid stress chaperone HdeA			6.24	28.09	2.66
*hdeB*	Acid stress chaperone HdeB			6.10	29.08	2.68
*hdeD*	Protein HdeD			3.04	14.86	2.98
*thiE*	Thiamine-phosphate synthase	Catalytic activity	Metabolism / Cellular Process	2.40	28.59	6.57
*thiF*	Sulfur carrier protein ThiS adenylyltransferase	Catalytic activity	Metabolism / Cellular Process	2.41	28.87	7.44
*thiG*	Thiazole synthase			2.26	30.48	8.04
*thiH*	2-iminoacetate synthase	Catalytic activity	Metabolism	2.20	24.88	7.44
*thiS*	Sulfur carrier protein ThiS			2.49	32.41	6.01
*yccJ*	Uncharacterized protein YccJ			28.70	7.22	2.13
*yegP*	UPF0339 protein YegP			23.93	5.91	2.21
*yhiD*	Uncharacterized protein YhiD			6.67	19.57	2.16
*yiaG*	Uncharacterized HTH-type transcriptional regulator YiaG			14.22	8.45	4.36
*yjdI*	Uncharacterized protein YjdI			6.26	12.76	3.06

^a^ Based on the PANTHER (Protein ANalysis Through Evolutionary Relationships) Classification System database as of August 6, 2015 ref [48].

^b^ The fold-increase was acquired as the ratio of the average of the spaceflight samples expressions over the average of the Earth (1g) control samples expressions.

* This is the known or predicted function for the collective *entS* gene and not only for the *entS_2* isoform.

Table 1 shows that two families of genes constitute over half of the commonly-up-regulated genes that were expressed at least 10-fold: *thiEFGHS* and *hdeABD*. 

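*thiE*, which joins the pyrimidine and thiazole parts of thiamine, averaged 420.4 ± 481 RPKM (SD, n = 3) in space and 14.7 ± 11.3 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 28.6. Its log2 fold change there was 4.57 (standard error 1.00, limma adjusted p = 0.127), and all 3 space libraries lay above all 3 Earth libraries. The ratio at 25 μg/mL was 2.4 (adjusted p = 0.367) and at 75 μg/mL 4.29 (adjusted p = 0.955). *thiE* passed at 50 μg/mL without space library 17.5A (adjusted p = 0.0227), without Earth library 18.4A (0.0214) and with the title prefix of the libraries as a block (0.0336). The genes of both families were chosen for their change in these samples, so their direction is not independent evidence.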

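*thiG* and *thiH*, which form the thiazole ring of thiamine, averaged 377 ± 446 RPKM (SD, n = 3) and 359 ± 426 RPKM (SD, n = 3) in space at 50 μg/mL, against 12.4 ± 10.1 RPKM (SD, n = 3) and 14.4 ± 9.33 RPKM (SD, n = 3) on Earth. The ratios were 30.5 and 24.9, and that of *thiS*, which carries the sulfur, was 32.4. None passed limma at 50 μg/mL (adjusted p = 0.149, 0.24 and 0.127), and all 3 passed without space library 17.5A (0.0227, 0.0304 and 0.0227) and without Earth library 18.4A (0.0289, 0.0453 and 0.0214). The space means at 25 μg/mL were 2.26, 2.2 and 2.49 times the Earth means (adjusted p = 0.479, 0.459 and 0.385), with space library 1.2A far above the other space libraries, and *thiS* passed there in a fit of these libraries alone (0.0266). At 75 μg/mL they were 5.32, 5.06 and 3.97 times (adjusted p = 0.955 for each), and the log2 fold change of *thiS* turned from 0.72 to -0.60 without space library 2.4A. Over *thiE*, *thiF*, *thiG*, *thiH* and *thiS* the highest ratio was 12.4 without space library 1.6A, 21.6 without Earth library 1.7A and 93.9 without 17.8A, and the lowest was 1.13 without space library 1.2A and 3.97 without Earth library 1.3A, and turned to a fall without 2.4A.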

The *thi* genes were overexpressed in between 2.20x and 32.41x in the spaceflight samples. *thiEFGH* are the structural genes for Thiamine biosynthetic enzymes while *thiS* is a sulfur donor in that process [33]. The overexpression of these genes indicates that there was an increased synthesis of thiamine, which is needed for carbohydrate metabolism [34]. The enhanced production of thiamine suggest that the cells were under starvation conditions, as *E*. *coli* accumulates adenosine thiamine triphosphate (AThTP), a form of thiamine, in response to lack of energy substrates [35]. 

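The periplasmic acid chaperone genes *hdeA* and *hdeB* averaged 1243 ± 1859.6 RPKM (SD, n = 3) and 439 ± 673 RPKM (SD, n = 3) in space at 50 μg/mL and 44.2 ± 43.8 RPKM (SD, n = 3) and 15.1 ± 18.4 RPKM (SD, n = 3) on Earth. The ratios were 28.1 and 29.1, with *hdeD*, a membrane protein gene of the same acid island, at 14.9 (limma adjusted p = 0.276, 0.276 and 0.276). The 3 genes at 25 μg/mL had 6.24, 6.1 and 3.04 times the Earth mean (adjusted p = 0.244, 0.21 and 0.426), and all 3 passed in a fit of the 25 μg/mL libraries alone (0.00198, 0.00182 and 0.0402). The same genes at 75 μg/mL had 1.65, 1.63 and 2.01 times (adjusted p = 0.988 for each), and the log2 fold changes of *hdeA* and *hdeB* turned from 0.21 and 0.08 to -0.24 and -0.37 after median-ratio rescaling. Earth library 2.1A carried most of the Earth signal of *hdeA* at 75 μg/mL, with 738 RPKM against 53.6, 117 and 13.9. Without space library 2.4A the log2 fold changes of *hdeA*, *hdeB* and *hdeD* at 75 μg/mL turned to -1.46, -1.32 and -0.60, and without Earth library 18.4A those of *hdeA* and *hdeB* to -0.67 and -0.24, without 18.2A to -0.04 and -0.28, and without 2.3A that of *hdeB* to -0.01. The highest of the ratios was 6.24 without space library 1.6A and 95.1 without Earth library 1.5A. Without Earth library 18.4A, *hdeA* and *hdeB* passed at 50 μg/mL (adjusted p = 0.0464 and 0.046).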

The *hde* family of genes (overexpressed in between 2.66x and 29.08x) is associated with acidic conditions. For example, *hdeA* synthesizes a protein (HdeA) that combats the deleterious effects of acid on periplasmic proteins, *hdeB* is associated with cell envelope modifications [36], and *hdeD* is known to be acid-induced [37]. This differential gene expression insight suggests two primary underlying factors that support how the altered extracellular environment model is hypothesized to govern bacterial behavior in space: starvation and acidic conditions.

Fig 2 shows gene expression in space with respect to Earth, for each of the tested groups, where each dot represents a gene (totaling 4,313 analyzed genes). 

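Relative to the median of all 3871 tested genes, the acid resistance genes of Table 3 had a median log2 fold change of 3.19 at 25 μg/mL, 1.04 at 50 μg/mL and -0.11 at 75 μg/mL. The genes of metabolism outside glucose catabolism (S6 Table) had 1.94, 1.88 and 1.05, in the same order of concentrations. Those of acetate production (S7 Table) had 0.32, 0.66 and 0.34, and those of the TCA and glyoxylate group (Table 2) 0.26, 0.62 and 0.26. Of the 19 genes over 10-fold at 25 μg/mL (S3 Table), all were higher at that concentration (19 when adjusted over the list alone; adjusted p = 0.00165 with an estimated correlation). Of the 43 genes over 10-fold at 50 μg/mL (S4 Table), none passed at that concentration and 39 did when adjusted over the list alone (adjusted p = 0.00689 with an estimated correlation), while 4 were higher at 25 μg/mL, 2 without space library 1.2A or Earth library 1.3A. Of the 12 genes over 10-fold at 75 μg/mL (S5 Table), none passed at that concentration, and 1, *malK*, did when adjusted over the list alone (adjusted p = 0.937 with an estimated correlation). These 3 lists were chosen on the same samples and are not independent evidence.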

The figure shows the (i) overexpression of genes associated with metabolism of substrates that were not present and the (ii) overexpression of genes associated with conferring *E*. *coli* with resistance to acidity– indicative of starvation conditions and a reduction in pH in the extracellular environment, respectively.

**Fig 2:**
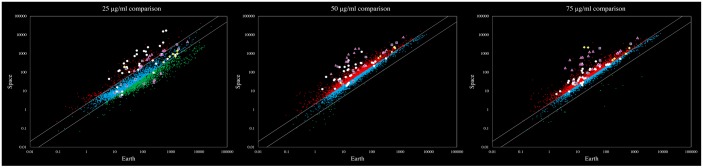
Differential Gene Expression. Scatter plots showing averaged gene expression (log_10_ scale) in *E*.*coli* as detected by RNA-seq between space (*y*-axis) and Earth (*x*-axis) at various Gentamicin Sulfate concentrations: 25 μg/mL (A); 50 μg/mL plot (B); and 75 μg/mL (C). Red dots indicate overexpression, blue non-differential expression, and green underexpression of genes in space with respect to Earth (1g) controls. Pink triangles show genes associated with metabolism but not directly involved in the glucose catabolism pathways (listed in S6 Table); white circles indicate the expression of genes associated with acid resistance; yellow diamonds indicate the genes associated with acetate production from glucose (listed in S7 Table); and purple squares represent the genes induced by acetate but not by acidity (listed in S8 Table).

### Observed Starvation and Stimulated Metabolism

Gene expression data suggest that cells in space were under starvation conditions, as several response mechanisms *E*. *coli* cells implement under these circumstances were observed in the spaceflight samples. When substrate concentration decreases, cells devote more of their limited resources to the genome transcription needed to broaden the search for alternative sources of carbon, even if these are unavailable. This is sometimes paralleled to the “risk-prone foraging” strategy used by some starving animals, where they tend towards high-risk behaviors in their search for food. It is believed bacteria do this to increase their ability to rapidly switch carbon catabolic pathways if a new substrate becomes available [38].

The systematic overexpression of the *thiFGHS* genes indicate that the spaceflight cells were experiencing a lack of available substrate compared to their matched ground controls [35]. This indication is supported by the activation of the *malE* gene in space in a 43.80-fold and 36.07-fold in the 50 μg/mL and 75 μg/mL sets, respectively (this was the single most overexpressed gene in the 75 μg/mL set, as seen in S5 Table). *malE* codes the MalE protein, which is essential for the transport of maltose through the inner cell membrane [39]. 

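*thiF*, which activates the ThiS sulfur carrier, averaged 412 ± 473 RPKM (SD, n = 3) in space and 14.3 ± 9.87 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 28.9, and *thiC*, the pyrimidine synthase of the same operon, 620.2 ± 705 RPKM (SD, n = 3) and 25.1 ± 15.9 RPKM (SD, n = 3), a ratio of 24.7. Neither passed limma (adjusted p = 0.149 and 0.127). *thiF* at 25 μg/mL had 2.41 times the Earth mean and at 75 μg/mL 4.93 times (adjusted p = 0.356 and 0.955). Of the 11 genes of thiamine biosynthesis, none passed over all genes at any concentration, and 8 were higher at 50 μg/mL when adjusted over the list alone (adjusted p = 0.126 with an estimated correlation). Their median log2 fold change, relative to that of all genes, was 1.57 at 25 μg/mL, 2.67 at 50 μg/mL and 0.83 at 75 μg/mL. Without space library 17.5A the genes called at 50 μg/mL were *malE*, *thiC*, *thiE*, *thiF*, *thiG*, *thiH*, *thiS* and *trpABCDE* (adjusted p = 0.0227 for *thiF*). With the title prefix of the libraries as a block they were *thiC*, *thiE*, *thiF*, *thiG*, *thiS*, *trpA*, *trpB* and *trpD* (0.0336 for *thiF*), and *thiF* also passed without Earth library 18.4A (0.0262) and in a fit of the 50 μg/mL libraries alone (0.0139), as did *thiC*, *thiE*, *thiG* and *thiS* (0.0239, 0.00741, 0.00741 and 0.00342).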

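*malE* averaged 236 ± 254 RPKM (SD, n = 3) in space and 5.38 ± 4.34 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 43.8, and 459 ± 747 RPKM (SD, n = 3) against 19.1 ± 11.3 RPKM (SD, n = 4) at 75 μg/mL, a ratio of 24.1. The log2 fold changes were 4.42 (standard error 1.28, limma adjusted p = 0.276) and 2.52 (standard error 1.20, adjusted p = 0.955). The 3 space libraries at 75 μg/mL had 26.1, 29.9 and 1321 RPKM, and without the highest, 2.4A, the ratio was 1.47. At 50 μg/mL they had 10.6, 510.3 and 186 RPKM, and without 1.6A the ratio was 18.3. *malE* passed at 50 μg/mL without space library 17.5A (adjusted p = 0.0255) and without Earth library 18.4A (0.0453), and in a fit of the 50 μg/mL libraries alone (0.0118). At 25 μg/mL its mean in space was 0.734 times that on Earth, where library 1.3A alone had 90.9 RPKM, while the log2 fold change was 0.60 (adjusted p = 0.781).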

The encoding of the MalE protein is under a positive control, meaning that its synthesis is inducible by maltose [40]. However, in this experiment the source of carbon was Glucose (*C*_6_*H*_12_*O*_6_), while maltose—a more complex molecule (*C*_12_*H*_22_*O*_11_)–was never introduced into the growth medium. This observation is complemented by the overexpression of *lamB*, which synthesizes LamB—a protein that facilitates the diffusion of maltose across the outer membrane [41]. *lamB* was overexpressed 23.63x and 30.05x in the 50 and 75 groups, respectively. 

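*lamB* averaged 277 ± 261 RPKM (SD, n = 3) in space and 11.7 ± 8.38 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 23.6. The means at 75 μg/mL were 541 ± 861 RPKM (SD, n = 3) and 23.8 ± 10.2 RPKM (SD, n = 4), a ratio of 22.7. Neither difference passed limma (log2 fold changes 4.12 and 2.65, standard errors 1.14 and 1.06, adjusted p = 0.276 and 0.955). The ratio at 75 μg/mL rested on space library 2.4A, with 1535 RPKM against 38.6 and 49.9 in the others, and was 1.85 without it. At 50 μg/mL it was 11.8 without space library 1.6A, and *lamB* passed without Earth library 18.4A (adjusted p = 0.0453) and in a fit of the 50 μg/mL libraries alone (0.0315). The ratio at 25 μg/mL was 0.967 (adjusted p = 0.8).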

The overexpression of *malE* and *lamB* despite the lack of maltose suggests that, in space, cells were broadening the search for alternative sources of carbon even if they were unavailable, similar to the “risk-prone foraging” principle described in ref. [38], and characteristic of carbon-starved cultures.

Investigating the overexpressed genes pointed at an increase in activity related with trans-membrane influx of substrates. After *malE*, the most obvious of these cases was *malK*, a gene that synthesizes an oligopeptide permease protein. *malK* was overexpressed in the 50 and 75 μg/ml sets to 22.39x and 31.81x, respectively (in the 75 μg/ml set, *malK* was the second most up-regulated gene, after *malE*, as seen in S5 Table). 

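*malK*, which encodes the ATPase subunit of the maltose transporter, averaged 82.6 ± 71.6 RPKM (SD, n = 3) in space and 3.69 ± 2.77 RPKM (SD, n = 3) on Earth at 50 μg/mL, 22.4 times as much, and 171 ± 260.1 RPKM (SD, n = 3) against 7.06 ± 5.57 RPKM (SD, n = 4) at 75 μg/mL, 24.3 times. Its limma adjusted p was 0.276 at 50 μg/mL and 0.955 at 75 μg/mL. Without space library 1.6A the first ratio was 12.6, and without space library 2.4A the second was 3.00. *malK* passed at 50 μg/mL without Earth library 18.4A (adjusted p = 0.0453). Its ratio at 25 μg/mL was 0.631 and its log2 fold change turned from -0.02 to 0.81 after median-ratio rescaling. Of the 14 tested genes of the maltose regulon, none passed at any concentration over all genes, and 9 were higher at 50 μg/mL and 1 at 75 μg/mL when adjusted over the list alone (adjusted p = 0.337 with an estimated correlation at 50 μg/mL and 0.937 at 75 μg/mL). Relative to all genes their median log2 fold change was 0.27, 0.91 and 0.74 at 25, 50 and 75 μg/mL.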

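*oppA*, which encodes the periplasmic binding protein of the oligopeptide permease, had 1.11, 5.87 and 2.81 times the Earth mean at 25, 50 and 75 μg/mL, and *oppB*, a membrane component, 1.78, 4.68 and 2.63 times. For *oppC* the ratios were 2.06, 4.3 and 2.52, for *oppD* 2.69, 4.27 and 2.6, and for *oppF* 2.52, 4.77 and 2.73. None of the 5 passed limma at any concentration on the deposited values (lowest adjusted p = 0.276). After median-ratio rescaling *oppB*, *oppC*, *oppD* and *oppF* passed at 25 μg/mL (adjusted p = 0.0312, 0.0176, 0.00941 and 0.0098), *oppD* and *oppF* passed in a fit of the 25 μg/mL libraries alone (0.0205 and 0.0338), and *oppA* passed at 50 μg/mL without Earth library 18.4A (0.046). The highest ratio of *oppA* and *oppB* was 3.59 without space library 1.6A and 10.2 without Earth library 1.5A, and that of *oppC*, *oppD* and *oppF* was 9.48 without 1.5A. Earth library 1.3A was far above the other Earth libraries at 25 μg/mL in *oppB*, *oppC*, *oppD* and *oppF*.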

Another case is presented by the overexpression of the *oppAB* (overexpressed in the 25 and 50 μg/ml sets in between 3.45x and 5.87x) and *oppCDF* (overexpressed in all the three sets in between 2.06x and 4.77x) genes in space. The *opp* genes synthesize proteins related with oligopeptide transport—used by *E*. *coli* and *Salmonella typhimurium* as a source of carbon and energy—into the cell together with the OmpC and OmpF porins [42]–*ompC* and *ompF* were overexpressed up to 2.80x and 9.84x, respectively (in the 50 μg/ml set). This suggests that the cells in space may have been trying to increase the influx rate of any potential source of energy, again, suggesting starvation. This is further supported by the overexpression (7.23x and 3.60x in the 25 and 50 μg/ml sets, respectively) of *dps*, a starvation-induced gene that synthesizes Dps, a DNA-protection protein [43]. Furthermore, *crp*, a gene associated with glucose starvation was overexpressed in space (3.49x and 2.23x in the 50 and 75 μg/ml sets, respectively), as were *glnG* (2.91x and 2.05x in the 50 and 75 μg/ml sets, respectively) and *nac* (2.70x in the 50 μg/ml set), the latter two associated with nitrogen-starvation [44].

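*ompF* averaged 4079.6 ± 3432 RPKM (SD, n = 3) in space and 414 ± 419 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 9.84, and *ompC* 374 ± 234 RPKM (SD, n = 3) and 134 ± 105 RPKM (SD, n = 3), a ratio of 2.8. Neither passed limma (adjusted p = 0.295 and 0.3). Without Earth library 1.5A the ratios were 23.6 and 4.84. *ompF* and *ompC* at 25 μg/mL had 0.312 and 0.951 times the Earth mean, and both log2 fold changes turned positive after median-ratio rescaling (-0.55 to 0.37 and -0.57 to 0.35). At 75 μg/mL they had 5.47 and 0.947 times, and the log2 fold change of *ompC* went from 0.05 to -0.41. Of the 30 tested genes of efflux pumps and porins, 1 rose (*mdtE*, of a multidrug pump) and 1 fell (*marR*, the repressor of the *mar* operon) at 25 μg/mL, 1 and 2 when adjusted over the list alone (adjusted p = 0.931 with an estimated correlation), and none passed at 50 or 75 μg/mL. The higher count was 0 without 17.1A, 1.2A, 17.3A, 1.4A, 1.1A, 17.2A, 1.3A or 17.4A and 3 without 18.4A, and the lower count 0 without 17.1A, 1.2A, 17.3A, 1.4A, 17.5A, 1.6A, 17.6A, 18.1A, 18.3A, 1.1A, 17.2A, 1.3A, 17.4A, 17.8A, 2.1A or 2.3A, 3 without 1.7A and 10 without 18.4A.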

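*dps* rose at 25 μg/mL, from 536 ± 393 RPKM (SD, n = 4) on Earth to 3878 ± 1663 RPKM (SD, n = 4) in space, 7.23-fold (log2 fold change 3.11, standard error 0.77, limma adjusted p = 0.0221). The call was lost without space library 1.2A, 17.3A or 1.4A and without Earth library 17.2A, 1.3A or 17.4A (adjusted p = 0.0709, 0.0636, 0.0661, 0.0712, 0.0992 and 0.0662). The ratio at 50 μg/mL was 3.6 (log2 fold change 2.01, adjusted p = 0.276) and 5.82 without Earth library 1.5A. It was 1.13 at 75 μg/mL, with a log2 fold change of -0.03 (adjusted p = 0.999). The change of its difference from 25 to 75 μg/mL did not pass as deposited and passed after median-ratio rescaling (adjusted p = 0.294 and 0.0289).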

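*crp*, the gene of the cAMP receptor protein, averaged 484 ± 180.3 RPKM (SD, n = 3) in space and 139 ± 91.9 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 3.49 (limma adjusted p = 0.276), and had a ratio of 1.72 at 75 μg/mL (adjusted p = 0.955). Its ratio at 25 μg/mL was 1.00, and its log2 fold change turned from -0.17 to 0.75 after median-ratio rescaling. The nitrogen regulator genes *glnG* and *nac* had 2.91 and 2.7 times the Earth mean at 50 μg/mL (adjusted p = 0.276 and 0.276), and *nac* had 4.89 times without Earth library 17.8A. *glnG* at 25 μg/mL had 0.454 times the Earth mean (adjusted p = 0.376, and 0.0107 in a fit of these libraries alone, where a large share of all genes passed as lower) and at 75 μg/mL 1.55 times (adjusted p = 0.955). Its difference between 25 and 50 μg/mL did not pass the interaction test (adjusted p = 0.085, and 0.605 after rescaling), and did without Earth libraries 1.7A and 18.4A (0.0238). *crp* passed at 50 μg/mL without Earth library 18.4A (adjusted p = 0.046). Of the 23 tested genes of nitrogen starvation, none passed at any concentration, over all genes or adjusted over the list alone (adjusted p = 0.888 with an estimated correlation at 50 μg/mL), with a median log2 fold change relative to all genes of 0.40, 0.37 and 0.16 at 25, 50 and 75 μg/mL.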

The trend of the overexpressed genes to be associated with starvation and enhanced trans-membrane influx activity in space led us to wonder if there were also changes in the activation of genes related with glucose catabolism, since this molecule was the carbon source in these cultures. Fig 3 describes *E*. *coli*’s central Glucose metabolism pathways (tricarboxylic acid (TCA) and Glyoxylate Cycles) and their respective genes, based off ref. [45] and [46]. From these 27 genes, we had data for 26 (we did not find the expression of *frdB* (b4153) in the *E*. *coli* (DH10B) sequence that was downloaded from the UCSC genome browser) and, from these 26, we observed that 18 were overexpressed in space (69%), 5 showed mixed results, while only 3 were non-differentially expressed (see Table 2).

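Of the 25 genes of Table 2 found in the files, 23 were at least 2-fold higher in space at 1 or more concentrations by the ratio of mean RPKM, 18 of them without being 2-fold lower anywhere, 5 were mixed, 1 was lower only and 1 did neither. All 23 were higher at 50 μg/mL, where most genes were, 7 at 75 μg/mL and 1 at 25 μg/mL, where 6 were lower. *adhE*, alcohol dehydrogenase, had 1.85, 5.73 and 2.61 times the Earth mean at 25, 50 and 75 μg/mL, *ackA*, acetate kinase, 0.274, 3.72 and 1.53 times, and *icd*, isocitrate dehydrogenase, 0.43, 3.95 and 2.25 times. In limma, *poxB*, pyruvate oxidase, was the 1 gene of the list that passed, at 25 μg/mL (1 when adjusted over the list alone; adjusted p = 0.857 with an estimated correlation), and none did without space library 1.2A or 1.4A or Earth library 17.2A, 1.3A or 17.4A. None passed at 50 or 75 μg/mL over all genes or adjusted over the list alone (adjusted p = 0.798 with an estimated correlation at 50 μg/mL). Genes at least 2-fold higher at 1 or more concentrations made up 92% of the list and 59% of the other genes (Fisher's exact test, adjusted p = 0.00171). After median-ratio rescaling 10 of the 25 were so (adjusted p = 0.441). Fisher's test, for this list and those below, takes genes as independent draws and leaves out the variation between libraries. *ackA* passed as lower at 25 μg/mL without Earth library 18.4A (adjusted p = 0.0406), and *icd* as higher at 50 μg/mL (0.049). In a fit of the 25 μg/mL libraries alone *ackA* and *icd* passed as lower (0.00205 and 0.0271), as did a large share of all genes.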

**Fig 3:**
Genes involved in the TCA and Glyoxylate Cycles. *E*. *coli* metabolic pathways, compiled from ref. [45] and [46]. Most of the genes associated with these metabolic pathways were overexpressed in the spaceflight samples with respect to their matched Earth (1g) controls. ^⬇^Underexpressed in one of the three groups;^⬆^overexpressed in one group; ^⬆⬆^overexpressed in two groups; ^⬆⬆⬆^overexpressed in all three groups.

**Table 2:** Genes involved in the TCA and Glyoxylate Cycles. Differential expression in space with respect to matched Earth (1g) controls for the three tested scenarios. S12 Table provides a Gene set analysis of these genes in pathways and with statistical significance.

Gene Name	Reaction Catalyzed by the Gene’s product ^a^	25 μg/mL	50 μg/mL	75 μg/mL	25	50	75
*aceA*	2-ketoglutarate →Succinate	-1.64	2.97	2.16			
	Isocitrate → Glyoxylate						
*aceB*	Glyoxylate → Malate	-1.27	4.03	2.85			
*aceE*	Acetate production (Pyruvate → AcetylCoA)	-1.69	3.42	2.35			
*aceF*	Acetate production (Pyruvate → AcetylCoA)	-1.27	3.57	2.52			
*ackA*	AcetylCoA → Acetate	-3.65	3.72	2.17			
*adhE*	AcetylCoA → Ethanol	1.85	5.73	3.47			
*frdA*	Fumarate ↔ Succinate	1.04	2.30	1.40			
*frdB*	Fumarate ↔ Succinate	#N/A	#N/A	#N/A			
*frdC*	Fumarate ↔ Succinate	1.57	2.42	1.44			
*frdD*	Fumarate ↔ Succinate	1.52	2.04	1.13			
*fumA*	Malate → Fumarate	1.08	2.97	1.98			
*fumB*	Malate → Fumarate	-2.79	2.85	2.75			
*fumC*	Malate → Fumarate	-1.35	1.47	1.48			
*icd*	Isocitrate → 2-ketoglutarate	-2.32	3.95	2.99			
*ldhA*	Pyruvate → Lactate	-1.57	2.15	1.23			
*lpd*	Acetate production (Pyruvate → AcetylCoA)	-1.20	2.91	2.20			
*maeA*	Malate ↔ Pyruvate	-1.20	3.50	2.02			
*maeB*	Malate ↔ Pyruvate	-2.70	1.52	-1.04			
*mdh*	OAA → Malate	-1.48	3.05	1.75			
*pflB*	Acetate production (Pyruvate → AcetylCoA)Pyruvate → Formate	-1.06	5.07	4.04			
*ppc*	PEP → OAA	-3.05	6.53	6.18			
*poxB*	Acetate production (Pyruvate → Acetate)	8.77	3.48	1.79			
*pta*	AcetylCoA → Acetate	-1.56	4.31	2.97			
*ptsG*	Glucose → Glucose-6-phosphate	-2.06	2.41	1.49			
*pykA*	PEP → Pyruvate	-1.32	3.38	1.83			
*pykF*	PEP → Pyruvate	-1.62	3.61	2.02			

^a^ Mostly from ref. [45].

The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells), and under-expression (light gray cells). A differential expression larger than |2| was consider statistically significant.

A list of genes associated with metabolism but not directly involved in the glucose catabolism pathways discussed in Fig 3 was compiled from ref. [45] and [46]. 

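*sucD*, of succinyl-CoA synthetase, had 4.35, 4.39 and 2.29 times the Earth mean at 25, 50 and 75 μg/mL, and passed limma at 25 μg/mL after median-ratio rescaling (adjusted p = 0.0985 as deposited and 0.000139 rescaled) or without Earth library 1.7A (0.0421) or 18.4A (0.00942), and in a fit of the 25 μg/mL libraries alone (0.00116). A copper chaperone gene has 2 entries, *cusF_1* and *cusF_2*, and how reads that fit both were counted is not stated. The paper lists a smaller fall of *cusF_1* at 25 μg/mL. *cusF_2* fell to 0.145 times the Earth mean at 25 μg/mL (log2 fold change -2.23, adjusted p = 0.0432, 0.0816 after rescaling, 0.149 with a pseudocount of 0.1). Its call was lost without any of 12 libraries (17.1A, 1.2A, 17.3A, 1.4A, 1.6A, 17.6A, 18.3A, 1.1A, 17.2A, 1.3A, 17.4A and 17.8A; highest adjusted p = 0.166). Of the 24 genes of the list of metabolism other than glucose catabolism, *poxB* was the 1 that rose and *cusF_2* the 1 that fell at 25 μg/mL (2 and 1 when adjusted over the list alone; adjusted p = 0.397 with an estimated correlation). The higher count was 0 without 1.2A, 1.4A, 17.2A, 1.3A or 17.4A, 2 without 1.7A and 5 without 18.4A, and 9 after rescaling. Over all genes none passed at 50 μg/mL, and 21 did when adjusted over the list alone (adjusted p = 0.171 with an estimated correlation). On the 2-fold criterion, 22 of the 24 were at least 2-fold higher at 1 or more concentrations, 17 of them nowhere lower, 5 were mixed and 2 were lower only, so that all 24 passed the criterion somewhere (Fisher's exact test against the other genes, adjusted p = 0.00171, and 3.24e-09 after rescaling). The list holds the *mal*, *opp*, *thi* and *trp* families, which the paper reports for their change in these samples, so these p values are not independent evidence.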

From the list of 23 genes, 17 were overexpressed in space (74%) (see S6 Table). All of these data indicate that overall metabolic activity was stimulated in space—which suggests that this may be the mechanism responsible for the typically observed increase in bacterial cell concentrations in microgravity.

### Observed Enhanced Acid Production

Gene expression data also indicated that there was an increased production of organic acids in space. Several genes associated with acid formation, beyond the ones discussed before in this study, were overexpressed, including the *trpABCDE* operon. The biological process associated with these genes is cellular amino acid biosynthesis through tryptophan and the subsequent formation of amino acids and organic acids [47,48]. 

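The *trpABCDE* genes encode the enzymes that make tryptophan from chorismate. The space means at 50 μg/mL were 69.1, 53.4, 45.6, 60.8 and 46.7 times the Earth means for *trpA*, *trpB*, *trpC*, *trpD* and *trpE*, with *trpA* at 1822 ± 1822 RPKM (SD, n = 3) in space and 26.4 ± 16.2 RPKM (SD, n = 3) on Earth. In limma the adjusted p lay between 0.173 and 0.276. The ratios at 75 μg/mL were 12.5, 13.2, 14.1, 19.4 and 22.3 (adjusted p = 0.955 for each), and without space library 2.4A they ran from 1.65 to 2.76. Without space library 1.6A those at 50 μg/mL ran from 23.1 to 32.9, and without Earth library 1.3A all 5 at 25 μg/mL were above 1, with the highest at 1.98. At 25 μg/mL they were 0.196, 0.192, 0.15, 0.146 and 0.116, in the same order (adjusted p from 0.566 to 0.889), and the log2 fold changes of *trpA*, *trpB*, *trpC* and *trpD* there turned from -0.34, -0.67, -0.79 and -0.70 to 0.57, 0.25, 0.12 and 0.20 after median-ratio rescaling, while that of *trpE* was -1.22 and -0.32. All 5 passed at 50 μg/mL without space library 17.5A (adjusted p up to 0.0237) and without Earth library 18.4A (up to 0.0453), and in a fit of the 50 μg/mL libraries alone (up to 0.00442).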

Although these genes were underexpressed in the 25 μg/mL group (from -2.06x to -3.65x), they were overexpressed in between 45.61x and 69.11x in the 50 μg/mL set and in between 18.74x and 30.14x in the 75 μg/mL group. In the 50 μg/mL group, *trpABCDE* were the top-5 most up-regulated genes (see S4 Table) while in the 75 μg/mL set they were the highest overexpressed family of genes after *malE* and *malK* (see S5 Table).

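The *trp* genes varied widely between the space libraries. *trpA* had 99.6, 3729.9 and 1636 RPKM in the 3 space libraries at 50 μg/mL, the lowest of them 17.5A, and 40.9, 8.93 and 29.3 on Earth. The space libraries at 75 μg/mL had 74.9, 249.8 and 3364 RPKM, the highest 2.4A, and the Earth libraries 191, 105, 64.2 and 34.4. At 25 μg/mL Earth library 1.3A had 1643 RPKM against 40.4, 43.8 and 47.6 in the other Earth libraries, and without it the log2 fold change was 0.96. The standard errors of the log2 fold change of *trpA* were 1.15, 1.32 and 1.24 at 25, 50 and 75 μg/mL. None of the 5 genes of the tryptophan operon passed at any concentration over all genes, and all 5 were higher at 50 μg/mL when adjusted over the list alone (adjusted p = 0.126 with an estimated correlation). Relative to all genes their median log2 fold change was 0.04, 3.64 and 2.02. The difference of *trpD* between 25 and 50 μg/mL did not pass the interaction test (adjusted p = 0.0691, and 0.301 after median-ratio rescaling).

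**Figure D1:**
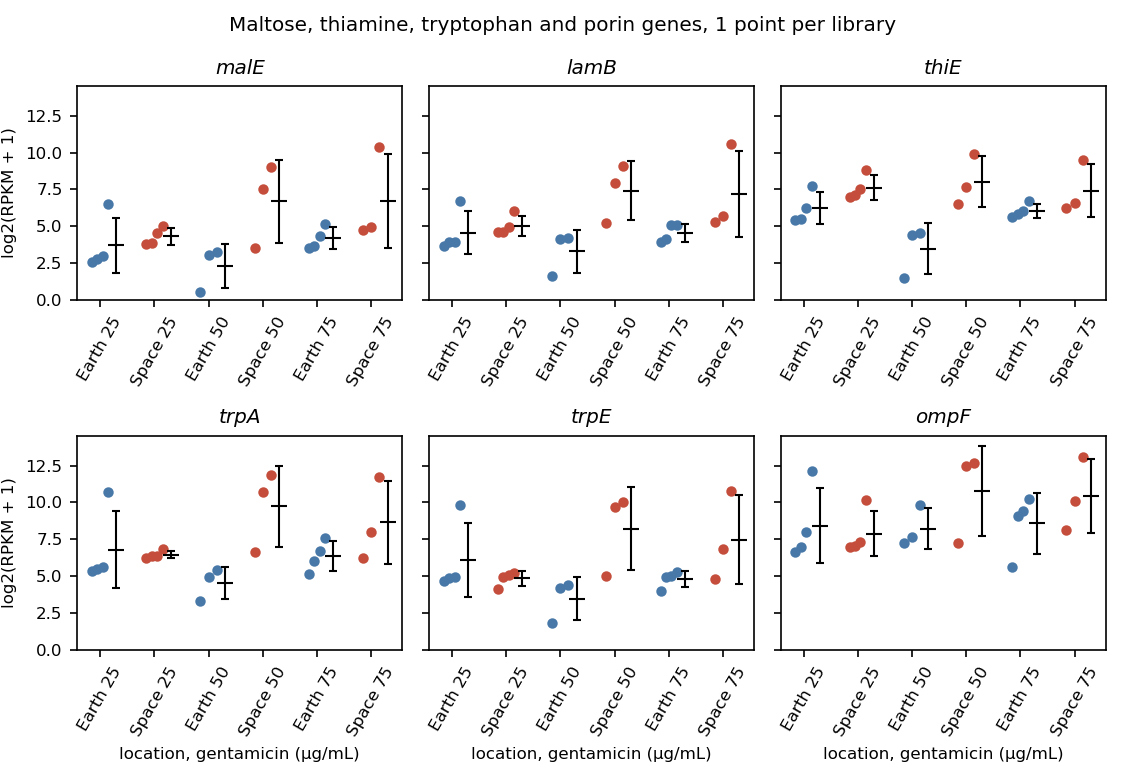
RPKM of *malE*, *lamB*, *thiE*, *trpA*, *trpE* and *ompF* in each library, on the log2(RPKM + 1) scale (y axis), by location and gentamicin concentration in μg/mL (x axis). Each point is 1 library, Earth in blue and space in red, and the black bar is the mean ± SD of the log2 values. Space library 2.4A carries the high values of *malE*, *lamB* and *trpA* at 75 μg/mL, and Earth library 1.3A those of *trpA* at 25 μg/mL.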

Other genes associated with glucose catalysis into acetate were also activated in the spaceflight cultures. As a matter of fact, all of the genes known to us to synthesize the enzymes responsible for converting pyruvate to acetyl compounds were overexpressed in space: according to ref.[46] under anaerobic conditions this process is controlled by pyruvate formate lyase Pfl (*pflB*), and pyruvate oxidase PoxB (*poxB*), where the encoding gene is in parenthesis. Ref. [44] also shows that glucose can be metabolized directly into acetate through PoxB, by catalyzing the decarboxylation of pyruvate to acetate and CO_2_. Based on ref. [45] and [46], a list of 8 genes associated with acetate production from Glucose was compiled (see S7 Table). 

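The list holds *aceE*, *aceF* and *lpd* of pyruvate dehydrogenase, *pflB*, *poxB*, *ptsG*, *pykA* and *pykF*. By the ratio of mean RPKM all 8 were at least 2-fold higher in space at 1 or more concentrations, against 59.2% of the other genes (Fisher's exact test, adjusted p = 0.0328), and 7 of them were nowhere lower. After median-ratio rescaling 2 of the 8 were higher (adjusted p = 1). In limma 1 of the 8 rose at 25 μg/mL (1 when adjusted over the list alone; adjusted p = 0.718 with an estimated correlation), and 0 did without space library 1.2A or 1.4A or Earth library 17.2A, 1.3A or 17.4A. None passed at 50 or 75 μg/mL over all genes or adjusted over the list alone (adjusted p = 0.776 with an estimated correlation at 50 μg/mL).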

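*poxB*, whose product makes acetate directly from pyruvate, rose at 25 μg/mL from 22.5 ± 7.77 RPKM (SD, n = 4) on Earth to 197 ± 170.2 RPKM (SD, n = 4) in space, 8.77-fold (log2 fold change 2.78, standard error 0.68, limma adjusted p = 0.0204). The call was lost without space library 1.2A or 1.4A (adjusted p = 0.0807 and 0.0551) or Earth library 17.2A, 1.3A or 17.4A (0.0989, 0.0587 and 0.0645). Its ratio was 3.48 at 50 μg/mL (adjusted p = 0.276) and 1.26 at 75 μg/mL, where the log2 fold change went from 0.27 to -0.19 after median-ratio rescaling (adjusted p = 0.959 as deposited). *pflB*, pyruvate formate-lyase, had 0.94, 5.07 and 2.92 times the Earth mean at 25, 50 and 75 μg/mL, and *aceE*, of pyruvate dehydrogenase, 0.59, 3.42 and 1.7 times with a log2 fold change at 25 μg/mL that turned from -0.85 to 0.07 after rescaling, none of them past limma (smallest adjusted p = 0.276).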

From this group, 7 genes were overexpressed in space (88%) in between 2.02x and 8.77x. It is noteworthy that, although ref. [44] links *poxB* overexpression with phosphate starvation, *phoB*, a gene that is up-regulated by lack of phosphate sources, was not overexpressed in the spaceflight samples and was actually underexpressed (-2.98x) in the 25 μg/mL group. 

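*phoB*, the response regulator gene of the phosphate regulon, averaged 125 ± 12.5 RPKM (SD, n = 4) in space and 375 ± 121 RPKM (SD, n = 4) on Earth at 25 μg/mL, 0.335 times as much. Its log2 fold change was -1.51 (standard error 0.96, limma adjusted p = 0.383), and the difference passed in a fit of the 25 μg/mL libraries alone (0.00447), where a large share of all genes passed as lower. The ratio at 50 μg/mL was 1.91 and the log2 fold change turned from 0.86 to -0.49 after median-ratio rescaling (adjusted p = 0.538 as deposited). The ratio at 75 μg/mL was 1.17 (adjusted p = 0.955). Of the 18 tested genes of phosphate starvation, none passed at any concentration, over all genes or adjusted over the list alone. Their median log2 fold change relative to all genes was 1.08 at 25 μg/mL (adjusted p = 0.713 with an estimated correlation), -0.37 at 50 μg/mL (0.733) and 0.34 at 75 μg/mL (0.973).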

In other words, we observed systematic responses to carbon and nitrogen starvation but only partial to phosphate starvation.

### Observed Activated Responses to Acidic Conditions

Besides the stimulated metabolism discussed before, the analysis of the overexpressed genes in space also revealed activated responses to highly acidic conditions. *E*. *coli* has three systems for acid resistance (AR). AR1 was not applicable to the testing conditions in AES-1 as it is glucose-repressed [49]. AR3, the arginine-dependent system governed by *adiA*, *adiC*, and *adiY* [50], was not assessable because we did not find the expression of *adiA* or *adiY* in the *E*. *coli* (DH10B) sequence that was downloaded from the UCSC genome browser. However, *adiC* was overexpressed in space (3.46x and 9.50x in the 25 μg/mL and 50 μg/mL sets, respectively). 

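*adiC*, which encodes the arginine-agmatine antiporter of the arginine-dependent acid resistance system, averaged 147 ± 50.5 RPKM (SD, n = 4) in space and 42.4 ± 20.5 RPKM (SD, n = 4) on Earth at 25 μg/mL, a ratio of 3.46. Its log2 fold change was 1.88 (standard error 0.80, limma adjusted p = 0.188), and the difference passed after median-ratio rescaling (adjusted p = 0.00824), without Earth library 18.4A (0.0457) and in a fit of the 25 μg/mL libraries alone (0.00653). The means at 50 μg/mL were 68.7 ± 93 RPKM (SD, n = 3) and 7.23 ± 5.68 RPKM (SD, n = 3), a ratio of 9.5 (adjusted p = 0.276, and 0.0472 without 18.4A). There the ratio was 2.09 without space library 1.6A. It was 0.82 at 75 μg/mL (adjusted p = 0.986).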

The glutamate-dependent AR2, the most effective of the three acid resistance systems, was systematically activated in space. 

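All 6 genes of the glutamate-dependent system were higher in space at 25 μg/mL, and each space library lay above each Earth library in 6 of them. In limma 6 of 6 passed (6 when adjusted over the list alone; adjusted p = 0.00792 with an estimated correlation, and 0.0909 after median-ratio rescaling), with a median log2 fold change 4.34 above that of all genes. Over all genes none passed at 50 μg/mL, and 6 did when adjusted over the list alone (adjusted p = 0.146 with an estimated correlation), with a median of 1.63 above all genes. None passed either way at 75 μg/mL, and the median was -0.41 relative to all genes (0.973 with an estimated correlation). The difference between space and Earth was itself smaller at 75 than at 25 μg/mL for this group (adjusted p = 0.0074 with an estimated correlation), by 6 of 6 genes when adjusted over the list alone and by none over all genes. Without space library 1.2A, 3 of the 6 passed at 25 μg/mL.

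**Figure D2:**
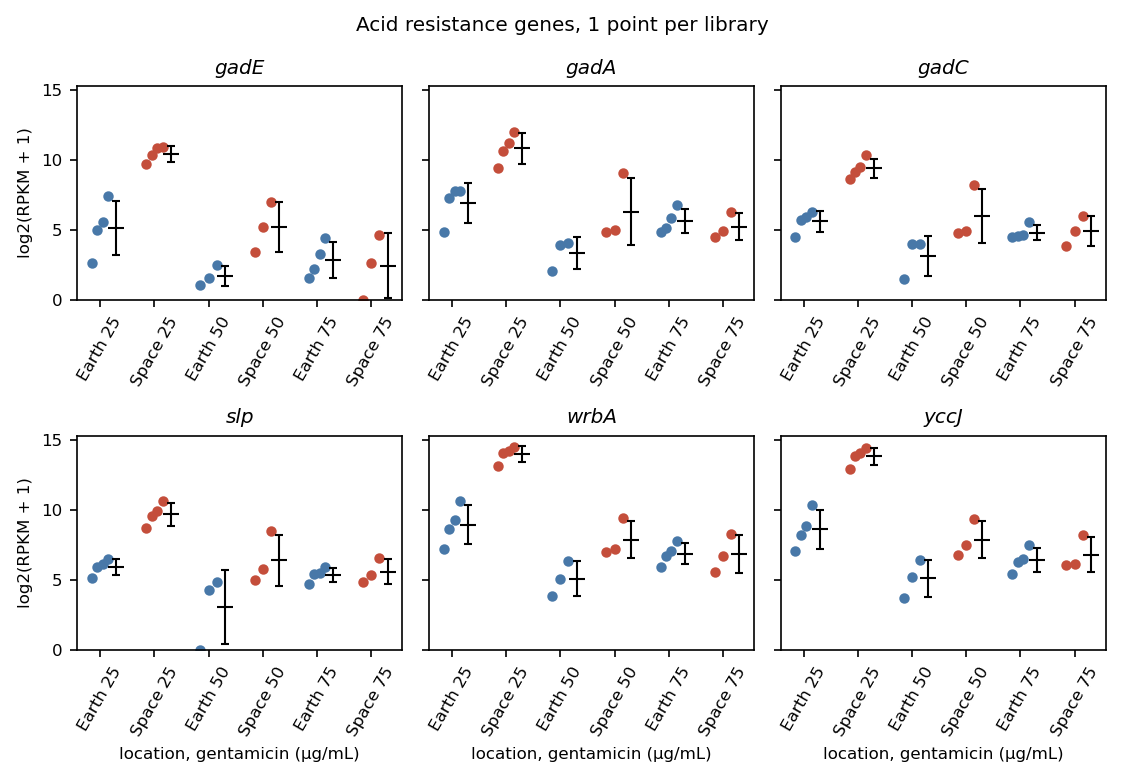
RPKM of *gadE*, *gadA*, *gadC*, *slp*, *wrbA* and *yccJ* in each library, on the log2(RPKM + 1) scale (y axis), by location and gentamicin concentration in μg/mL (x axis). Each point is 1 library, Earth in blue and space in red, and the black bar is the mean ± SD of the log2 values. The space libraries at 25 μg/mL lie above the Earth libraries at 25 μg/mL, with a log2 fold change of 5.29 for *gadE*, and both overlap at 75 μg/mL.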

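*gadE*, the central activator of the glutamate-dependent acid resistance system, rose 23.5-fold at 25 μg/mL, from 61.8 ± 71.2 RPKM (SD, n = 4) on Earth to 1449 ± 509.7 RPKM (SD, n = 4) in space (standard error of the log2 fold change 0.95, limma adjusted p = 0.00376). The glutamate decarboxylase genes *gadA* and *gadB* rose 14.1-fold (adjusted p = 0.0127) and 12.2-fold (adjusted p = 0.0394), and *gadC*, the glutamate antiporter gene, 14.2-fold (adjusted p = 0.00799). The regulators *gadX* and *gadW* rose 13.7-fold (adjusted p = 0.00642) and 8.33-fold (adjusted p = 0.0242). Without space library 1.2A the ratio of *gadX* was 7.18. Calls were lost for *gadA* without 1.2A or 1.3A (highest adjusted p = 0.0644), for *gadB* without 1.2A, 17.3A, 1.4A, 18.3A, 1.1A, 17.2A, 1.3A, 17.4A or 17.8A (highest 0.146) and with a pseudocount of 0.1 (0.0716), and for *gadW* without 1.2A, 1.4A, 1.1A, 17.2A or 17.4A (highest 0.116). For *gadA*, *gadB*, *gadC*, *gadE*, *gadW* and *gadX* the ratios at 50 μg/mL were 17.5, 25.6, 11.1, 23, 5.69 and 5.82 (adjusted p = 0.276 for each), and all 6 passed without Earth library 18.4A (adjusted p up to 0.046). The highest ratio over the 3 concentrations was 53.3 without Earth library 1.1A and 38.9 without 1.5A. At 75 μg/mL they were 0.758, 1.24, 1.23, 1.13, 1.68 and 1.54 (adjusted p of at least 0.955), and the log2 fold changes of *gadB* and *gadC* turned from 0.11 and 0.12 to -0.35 and -0.33 after median-ratio rescaling.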

AR2 is governed by the *gadA* and *gadBC* genes [36], which in turn are regulated by *gadE* and, to a lesser degree, by *gadX* and *gadW* [49,50], all of them overexpressed in the spaceflight samples in between 2.05x and 25.60x, as seen in Table 3.

**Table 3:** Differential expression of acid resistance genes. Differential expression of the genes associated with acid resistance, and their categories as part of the acid resistance system 2 (AR2) (from ref. [49]), characterized to be partly RpoS-dependent (from ref. [51]), or up-regulated by acetate (from ref. [36]), as applicable. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (light gray cells). S13 Table provides a Gene set analysis of these genes in pathways and with statistical significance.

Gene Name	AR2	Partly RpoS-dependent	Up-regulated by acetate	25 μg/mL	50 μg/mL	75 μg/mL	25	50	75
*arnB*				-2.00	9.28	5.58			
*arnC*				-1.30	8.05	2.95			
*asr*				-1.70	9.75	1.78			
*cbpA*				3.69	3.70	1.81			
*cfa*			*x*	1.87	1.79	1.65			
*dctR*				6.78	6.29	2.36			
*dps*			*x*	7.23	3.60	1.66			
*gadA*	*x*	*x*	*x*	14.07	17.49	1.18			
*gadB*	*x*	*x*	*x*	12.22	25.60	1.90			
*gadC*	*x*	*x*	*x*	14.18	11.11	1.74			
*gadE*	*x*	*x*		23.47	23.04	1.71			
*gadW*	*x*	*x*	*x*	8.33	5.69	2.25			
*gadX*	*x*	*x*	*x*	13.73	5.82	2.05			
*hdeA*		*x*	*x*	6.24	28.09	2.66			
*hdeB*		*x*	*x*	6.10	29.08	2.68			
*hdeD*		*x*	*x*	3.04	14.86	2.98			
*hpf*			*x*	-2.57	2.74	1.77			
*mdtE*		*x*		5.97	1.66	1.16			
*ompC*			*x*	-1.05	2.80	1.33			
*osmC*			*x*	-1.48	1.75	1.24			
*osmY*			*x*	1.93	3.23	1.53			
*slp*		*x*	*x*	14.78	9.52	1.78			
*wrbA*				24.76	7.66	1.76			
*yahO*				#N/A	#N/A	#N/A			
*ybaS*				8.39	2.62	1.33			
*ybaT*				4.80	1.54	1.44			
*ycaC*				6.97	5.92	2.42			
*yccJ*			*x*	28.70	7.22	2.13			
*ydiZ*				3.12	4.58	3.85			
*yeaQ*			*x*	9.95	6.26	3.80			
*yebV*				1.96	3.71	1.75			
*ygfQ*				1.25	1.49	1.67			
*yhiM*				6.91	6.94	2.10			
*yiaG*				14.22	8.45	4.36			
*yjfC*				-2.96	1.75	1.27			

The main regulator of the AR2 systems is GadE, a protein encoded by the *gadE* gene, which can be activated at acidity levels of pH 2 [49,50]. Ref. [50] provides a literature review that summarizes how AR2 allows *E*. *coli* cells to survive highly acidic conditions (pH 2). Ref. [52] demonstrated that through this mechanism, *E*. *coli* cells growing in a pH 2.5 extracellular environment were able to maintain a 4.2 ± 0.1 internal pH. This is an increase from the eventually-lethal 3.6 internal pH they would experience otherwise [44]. All six of the AR2 genes (*gadA/BC/E/W/X*) were overexpressed in spaceflight (100%). 

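In mean RPKM all 6 were at least 2-fold higher in space at 1 or more concentrations and none was 2-fold lower at any, against 59.2% of the other genes higher somewhere (Fisher's exact test, adjusted p = 0.0922). After median-ratio rescaling all 6 were still at least 2-fold higher somewhere, against 30.9% of the others (adjusted p = 0.00119). 6 passed the criterion at 25 μg/mL, 6 at 50 μg/mL and 0 at 75 μg/mL. For *gadE* the log2 fold change at 75 differed by -5.72 from that at 25 μg/mL, with an interaction p of 0.22 in limma, adjusted over all genes, and 0.0224 after rescaling, and for *gadC* the corresponding values were 0.294 and 0.0136.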

The *evgAS*/*ydeO* circuit was not taken into account in this analysis as these genes don’t play a role in AR2 at stationary phase [50].

Ref. [51] presented a list of eleven RpoS-regulated acid response genes that include *gadA/BC/E/W/X* and *hdeABD*. All of these genes (which ref. [37] categorized as an “acid-fitness island”) were systematically overexpressed on the spaceflight samples. 

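*slp*, which encodes a starvation-inducible outer membrane lipoprotein, rose at 25 μg/mL from 62 ± 22.2 RPKM (SD, n = 4) on Earth to 916 ± 487 RPKM (SD, n = 4) in space, 14.8-fold (log2 fold change 3.78, standard error 0.87, limma adjusted p = 0.0135), a call lost without space library 1.2A (0.0556) or Earth library 17.2A (0.0504) and with a pseudocount of 0.1 (0.0946). *mdtE*, of a multidrug pump, rose 5.97-fold (log2 fold change 2.60, adjusted p = 0.0345), a call lost without any 1 of the 8 libraries of that concentration (highest adjusted p = 0.137) and with a pseudocount of 0.1 (0.0599). At 50 μg/mL *slp* had 9.52 times the Earth mean (adjusted p = 0.276, and 0.0453 without Earth library 18.4A). That ratio was 2.75 without space library 1.6A, 6.34 without Earth library 1.7A and 15.7 without Earth library 17.8A. *mdtE* had 1.66 times at 50 μg/mL and 1.01 times at 75 μg/mL, and its log2 fold changes there turned from 0.92 and 0.21 to -0.31 and -0.20 after median-ratio rescaling. For *slp* at 75 μg/mL the ratio was 1.27, and the log2 fold change turned from 0.22 to -0.24.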

The other two genes from this list presented by ref. [51] are *slp* and *mdtE*. *slp* was up-regulated (14.78x and 9.52x in the 25 μg/mL and 50 μg/mL sets, respectively), and *mdtE* was also overexpressed (5.97x in the 25 μg/mL group). Thus, from the 11 RpoS-regulated acid reponse genes, all 11 (100%) were overexpressed in space. This suggests that, in space, the acidity in/around the cell was increased. However, *rpoS* was not up-regulated (it was actually underexpressed in one set in a -2.27-fold), which further supports the acidity increase, as these genes’ dependence on RpoS is reduced or even abolished under acid stress conditions [51] (thus called “partly” RpoS-dependent in Table 3).

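Of the 11 genes, *gadABCEWX*, *hdeABD*, *slp* and *mdtE*, 8 were higher at 25 μg/mL in limma, all but *hdeA*, *hdeB* and *hdeD*, which passed in a fit of the 25 μg/mL libraries alone (adjusted p = 0.00198, 0.00182 and 0.0402), and none was lower (10 when adjusted over the list alone; adjusted p = 0.0131 with an estimated correlation, and 0.0909 after median-ratio rescaling). The 8 called genes became 3 without 1.2A, 4 without 17.2A and 5 without 1.4A, 1.1A, 1.3A or 17.4A. Over all genes none passed at 50 μg/mL, and 10 did when adjusted over the list alone (adjusted p = 0.177 with an estimated correlation), and at 75 μg/mL none passed (0.973). Relative to all genes their median log2 fold change was 4.08, 1.68 and -0.32 at 25, 50 and 75 μg/mL, and the difference between space and Earth was smaller at 75 than at 25 μg/mL for the group (adjusted p = 0.0129 with an estimated correlation). By the ratio of mean RPKM all 11 were at least 2-fold higher at 1 or more concentrations and nowhere lower (Fisher's exact test, adjusted p = 0.00796, and 6.69e-06 after rescaling).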

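*rpoS*, the gene of the stationary-phase sigma factor, averaged 1081 ± 633 RPKM (SD, n = 4) in space and 2443 ± 605 RPKM (SD, n = 4) on Earth at 25 μg/mL, 0.442 times as much. The log2 fold change was -1.30 (standard error 0.79, limma adjusted p = 0.361), and it passed as lower in a fit of the 25 μg/mL libraries alone (adjusted p = 0.0232), as did a large share of all genes. The ratio at 50 μg/mL was 1.6, with a log2 fold change of 0.90 that turned to -0.46 after median-ratio rescaling (adjusted p = 0.454 as deposited). The ratio at 75 μg/mL was 1.33 (log2 fold change 0.59, adjusted p = 0.955, and -0.17 without Earth library 18.4A).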

Another set of genes that was systematically overexpressed in space were those that are up-regulated by the presence of acetate. As seen in Table 3, from the 35 acid-induced genes, 17 are also induced by acetate [36]. 

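*yeaQ*, of unknown function, rose 9.95-fold in space at 25 μg/mL (log2 fold change 3.16, standard error 0.67, limma adjusted p = 0.00886). *osmY*, which encodes a periplasmic protein induced by osmotic stress, had 1.93, 3.23 and 1.12 times the Earth mean at 25, 50 and 75 μg/mL without passing (adjusted p = 0.751, 0.276 and 0.955). Space library 1.2A had 2509.8 RPKM of *osmY* at 25 μg/mL, and without it the log2 fold change was -0.15. Of the 17 genes that acetate up-regulates in the literature, 9 rose and none fell at 25 μg/mL (9 when adjusted over the list alone; adjusted p = 0.0309 with an estimated correlation, and 0.114 after median-ratio rescaling). The 9 higher genes became 4 without 1.2A and 5 without 17.2A. Over all genes none passed at 50 μg/mL, and 12 did when adjusted over the list alone (adjusted p = 0.292 with an estimated correlation), and at 75 μg/mL none passed (0.973). On the 2-fold criterion, 15 of the 17 were at least 2-fold higher at 1 or more concentrations, 14 of them nowhere lower (Fisher's exact test, adjusted p = 0.0214, and 3.64e-05 with 14 higher after rescaling). The median log2 fold change relative to all genes was 3.45, 1.25 and -0.31 at 25, 50 and 75 μg/mL.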

From these 17 genes, 14 were overexpressed in space (82%) in between 2.05x and 29.08x, while only one gene was underexpressed in one set (but overexpressed in another). These results led to the question of whether the observed reaction to acidity was due in part to acetate, but a conclusion could not be definitively reached since these genes are induced by both acetate and overall acidity. To try to find an answer to this, we compared a list of 26 acetate-induced genes published in ref. [53] against the list of acidity-induced genes presented by ref. [36] and we identified 9 genes that are induced by acetate but not by overall acidity (S8 Table). 

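*metA*, of methionine synthesis, averaged 653 ± 448 RPKM (SD, n = 3) in space and 62.2 ± 38.8 RPKM (SD, n = 3) on Earth at 50 μg/mL, a ratio of 10.5 (limma adjusted p = 0.276). Its ratio at 25 μg/mL was 0.22, with a log2 fold change that turned from -0.58 to 0.30 after median-ratio rescaling and was 0.63 without Earth library 1.3A. *talA*, a transaldolase gene, had 6.08, 4.77 and 1.51 times the Earth mean at 25, 50 and 75 μg/mL, and *fbaB*, a fructose bisphosphate aldolase gene, 4.18, 5.77 and 1.66 times. At 25 μg/mL neither passed as deposited (adjusted p = 0.145 and 0.135), and both did after rescaling (0.0129 and 0.00176) and without Earth library 18.4A (0.0337 and 0.0217) and in a fit of the 25 μg/mL libraries alone (0.0122 and 0.000847). Of the 9 genes of this group, which acetate induces in the literature (*adhE*, *katE*, *aslB*, *fbaB*, *glnK*, *grxB*, *metA*, *pflB* and *talA*), none passed at any concentration on the deposited values, over all genes or adjusted over the list alone (adjusted p = 0.646 with an estimated correlation at 25 μg/mL and 0.733 at 50 μg/mL), and 2 did at 25 μg/mL after rescaling. By the ratio of mean RPKM, 8 of the 9 were at least 2-fold higher at 1 or more concentrations, 7 of them nowhere lower, and all 9 passed the criterion in 1 direction or the other (Fisher's exact test against the other genes, adjusted p = 0.0922, and 0.00089 after rescaling). Relative to all genes their median log2 fold change was 0.88, 0.86 and 0.67 at 25, 50 and 75 μg/mL.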

Seven out of the nine genes in this group were overexpressed in space (78%) in between 2.18x and 10.50x, while one gene was both up- and down-regulated. Altogether, from the 26 acetate-induced genes presented in ref. [53], 23 were overexpressed in space (88%). All of these data sets together point to a potential cause for the decrease in pH that triggered the systematic acid-response mechanisms of *E*. *coli*: the increase in acidity may have been in part due to a rise in acetate concentration in and/or around the cell. This is in agreement with the observed increase in acetate production, indicated by the overexpression of 88% of the genes associated with acetate synthesis from Glucose (see S7 Table), and with the extracellular acid buildup hypothesized to govern several observed bacterial responses in space as noted above.

Comparing the genes identified by refs. [36], [49], and [51], a set of 16 genes were identified as being associated with acid resistance but not to either the “AR2”, “partly RpoS-dependent” or “induced by acetate” categories, and are listed on Table 3. From these 16 genes, we have data for 15 (we did not find the expression of *yahO* (b0329) in the *E*. *coli* (DH10B) sequence that was downloaded from the UCSC genome browser), 12 of which were overexpressed (80%) in the spaceflight samples in between 2.10x and 24.76x. One of these genes, *wrbA*, was the second gene overexpressed the most (24.76x, only after *yccJ*, another acid-associated gene) in the 25 μg/mL samples (S3 Table). 

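*ybaS*, a glutaminase gene, rose 8.39-fold at 25 μg/mL (limma adjusted p = 0.0226) and *yhiM*, of an inner membrane protein, 6.91-fold (adjusted p = 0.0232). The first call was lost without 1.2A, 17.3A, 1.4A, 17.2A, 1.3A or 17.4A (highest adjusted p = 0.0881) or with a pseudocount of 0.1 (0.155), and the second without 17.1A, 17.3A, 1.4A, 1.1A, 17.2A, 1.3A or 17.4A (highest 0.0928) or with a pseudocount of 0.1 (0.151). *arnB*, of lipid A modification, had 0.500 times the Earth mean at 25 μg/mL, with a log2 fold change that turned from -0.68 to 0.18 after median-ratio rescaling, 9.28 times at 50 μg/mL and 4.4 times at 75 μg/mL (adjusted p = 0.636, 0.276 and 0.955). The paper has data for more genes of this group than the 14 tested here. Of the 14 genes of the group found in the files, *wrbA*, *ybaS*, *yhiM* and *yiaG* were higher at 25 μg/mL and none was lower (6 when adjusted over the list alone, adjusted p = 0.0416 with an estimated correlation), and 8 were higher after rescaling (0.00495). Those 4 became 1 without 17.3A, 1.4A, 17.2A, 1.3A or 17.4A, 2 without 17.1A, 1.2A or 1.1A and 7 without 18.4A. Over all genes none passed at 50 μg/mL, and 6 did when adjusted over the list alone (adjusted p = 0.588 with an estimated correlation), and at 75 μg/mL none passed. On the 2-fold criterion, 12 of the 14 were at least 2-fold higher at 1 or more concentrations and 11 of them nowhere lower. Their median log2 fold change relative to all genes was 2.37, 0.54 and 0.22 at 25, 50 and 75 μg/mL.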

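*wrbA*, which encodes a quinone oxidoreductase, rose at 25 μg/mL from 682 ± 631 RPKM (SD, n = 4) on Earth to 16889.5 ± 5784 RPKM (SD, n = 4) in space, 24.8-fold (log2 fold change 5.04, standard error 0.80, limma adjusted p = 0.000848), and 44.3-fold without Earth library 1.1A. *yccJ*, encoded next to *wrbA*, rose from 533 ± 504 RPKM (SD, n = 4) to 15285 ± 5789.6 RPKM (SD, n = 4), 28.7-fold (log2 fold change 5.23, standard error 0.80, adjusted p = 0.000659). Both passed without any 1 library (highest adjusted p = 0.00944 and 0.0072). The ratios at 50 μg/mL were 7.66 and 7.22 (adjusted p = 0.276 and 0.276, and 0.0457 and 0.0456 without Earth library 18.4A). At 75 μg/mL they were 1.18 and 1.51, with log2 fold changes of -0.03 and 0.40, the latter -0.06 after median-ratio rescaling. From 25 to 75 μg/mL the difference of *wrbA* had an interaction p, adjusted over all genes, of 0.22 as deposited and 0.00944 after rescaling, and that of *yccJ* 0.22 and 0.00523.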

Overall, from the 35 acid resistance-associated genes (Table 3), 28 (80%) were overexpressed in space, further indicating that, in space, the cells were living in an increased acidic environment.

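The paper prints values for more genes of Table 3 than the 33 tested here. Of the 33 acid resistance genes of Table 3 found in the files, 15 rose in space at 25 μg/mL in limma and none fell (17 when adjusted over the list alone, adjusted p = 0.0198 with an estimated correlation, and 0.0159 with 20 higher after median-ratio rescaling). The 15 became 7 without 1.2A or 17.2A, 8 without 1.4A, 1.3A or 17.4A and 9 without 17.3A. None of the 33 passed over all genes at 50 μg/mL, and 17 were higher when adjusted over the list alone (adjusted p = 0.336 with an estimated correlation). Most genes of the table were higher there too. None passed at 75 μg/mL (0.994), and the difference between space and Earth was smaller for the group at 75 than at 25 μg/mL (adjusted p = 0.0489 with an estimated correlation). By the ratio of mean RPKM, 29 of the 33 were at least 2-fold higher at 1 or more concentrations, 27 of them nowhere lower, 2 were mixed, 1 was lower only and 3 did neither, with 22 higher at 25 μg/mL, 27 at 50 μg/mL and 6 at 75 μg/mL (Fisher's exact test against the other genes, adjusted p = 0.00171, and 1.2e-10 after rescaling). Fisher's test takes these genes as independent draws, so its p-values do not measure how the libraries vary. From the share of these genes that were overexpressed, the paper reasons that the cells in space lived in a more acidic environment.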

### Mixed Bulk Fluid pH

The final question was whether the observed overexpression of the acid resistance genes was due to a localized acid build-up around the cell or in response to an overall increased acidity of the bulk fluid. Since it is not possible to measure the boundary level pH directly, the observed genetic acid response was intended to serve as a proxy for this local environment. By measuring the pH of the mixed bulk fluid post flight, it was concluded using two-factor ANOVAs that there was no statistically significant difference between the space and Earth samples. As would be expected under conditions of reduced extracellular transport, this therefore suggests that the observed genetic response was likely due to an increase in pH in the quasi-stable boundary layer as a result of localized, byproduct buildup in space, as predicted by the model, and not from generally increased overall acidic conditions in the mixed bulk fluid.

## Discussion

This study resulted in the development of the biomolecular model presented in Fig 4, which summarizes the conclusions from the observed differential gene expression data described above. This model explains how the observations from this experiment, where non-motile *E*. *coli* were anaerobically cultured in minimal liquid medium in space and on Earth, support the proposed reduced extracellular transport model as the primary cause of altered, *in vitro* bacterial behavior that has been observed to occur during spaceflight.

**Fig 4:**
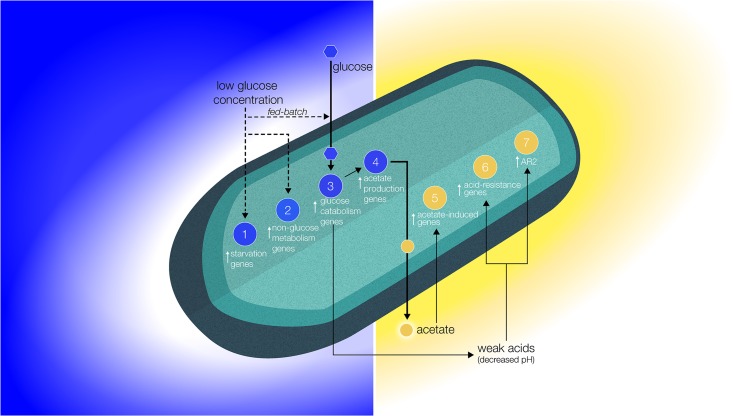
Altered Extracellular Model. Biomolecular model based on the gene expression data analyses support the reduction of glucose molecules (blue gradient) and acid buildup (gold gradient) proposed to occur in the boundary layer around the cell. This altered extracellular environment has been hypothesized to result as an effect of reduced gravity-driven forces acting on the cell-fluid system and has been put forth as the biophysical mechanism governing bacterial behavior in space. Blue circles indicate overexpression of genes associated with metabolism, while gold circles represent the overexpression of acidic condition genes.

It was concluded that cells in space were under starvation conditions (circle 1 in Fig 4) based on the following observations: (a) the systematic overexpression of the *thiFGHS* genes (up to 32.41x), indicative of a lack of energy substrates in the extracellular environment [35]; (b) the overexpression of *dps* (up to 7.23x), which synthesizes a protein (Dps) that protects DNA molecules during starvation [43]; (c) the overexpression of *crp*, and *glnG* and *nac*, genes associated with carbon- and nitrogen-starvation, respectively, as well as the overexpression of *poxB*, one of the two genes associated with phosphate starvation [44]. We also observed the overexpression of metabolism genes not associated with glucose catabolism (glucose was the source of carbon in this experiment), indicated by circle 2. When substrate concentration decreases, cells devote more of their limited resources to the genome transcription needed to broaden the search for alternative sources of carbon, even if these are unavailable [38]. This was observed in the spaceflight samples by (a) the activation of mechanisms for oligopeptide transport (used by *E*. *coli* and *Salmonella typhimurium* as a source of carbon and energy [42]) through the cellular membrane, as shown by the overexpression of *malK* (up to 31.81x), *oppABCDF* (up to 5.88x), and *ompCF* (up to 9.84x). Another indication of this search for alternative sources of carbon was indicated by (b) the overexpression of the *malE* (up to 43.80-fold) and *lamB* (up to 30.05-fold) genes, responsible for the transport of maltose into the cell [40,41]. Future studies could include the exhaustive investigation of the transportases (and their associated genes) of all potential sources of carbon to specifically investigate this phenomenon. These responses are in line with what would be expected under reduced mass transport conditions where substrate uptake was limited to diffusion only.

Glucose catabolism genes were activated in space (circle 3), indicating an overall stimulation of metabolic activity—which could explain the observed increase in bacterial cell concentrations in microgravity: we quantified the overexpression of 69% of the genes known to us to control *E*. *coli*’s central Glucose metabolic pathways, and of 74% of the genes associated with metabolism but not directly involved in the glucose catabolism pathways. Stimulated metabolism and improved bacterial growth may sound counterintuitive to experiencing carbon starvation conditions. However, fed-batch processing (where nutrients are incrementally introduced) is shown to yield higher final cell concentrations (5- to 10-fold) than simple batch processing using the same total amount of substrate [54]. It had been previously proposed that a fed-batch-like condition also occurs in space where glucose uptake is diffusion limited, therefore resulting in similarly reduced nutrient availability in the local extracellular environment [29]. Furthermore, *E*. *coli* cultures were also shown to reach higher final cell concentrations in space while consuming the same amount of glucose as their matched ground controls [27]. Ref. [55] also reported an increase in final cell count in space and that the difference between spaceflight and Earth controls could be minimized by the addition of growth-limiting substrates. Collectively, the enhanced growth condition explanation suggested to occur as a result of the proposed altered environmental factors in microgravity is further supported by the new gene expression data.

We also observed the systematic overexpression of the *trpABCDE* operon (up to 69.11x), which is in charge of cellular amino acid biosynthesis and the subsequent formation of amino acids and organic acids [47,48]. Additionally, 88% of the genes associated with glucose catalysis into acetate were activated in the spaceflight cultures, indicating an increase in acetate production (circle 4), which is also of importance for biotechnology applications [1]. This increase in acetate and organic acids production could potentially lower the pH around the cell, which led us to the question if there were any indications that the cells experienced an increase in extracellular acidity. It did turn out that 78% of the genes induced by acetate but not by overall acidity were overexpressed in space (up to 10.50x) (circle 5). Additionally, from the 26 acetate- and overall acidity-induced genes presented in ref. [53], 23 were overexpressed in space (88%). These results again support that the bacterial cells in space experienced higher concentrations of acetate than their matched ground controls, and explain in part the decreased pH environment indicated by the activation of acid resistance mechanisms on the spaceflight cultures.

Similarly, 100% of the acid-response genes regulated by RpoS were overexpressed despite of the fact that *rpoS* was not up-regulated (actually, it was underexpressed in one of the three sets), serving as further indication of an increase in acidity in/around the cell, as these genes’ dependence on RpoS is reduced or even abolished under acid stress conditions [51]. Overall, from the 35 acid resistance-associated genes (Table 3), 28 (80%) were overexpressed in space (circle 6), further corroborating that, in space, the cells were living in an acidic environment. The genes that compose *E*. *coli*’s AR2 (*gadA/BC/E/W/X*), the most effective of its three acid resistance systems, were systematically overexpressed (100%) in space up to 25.60x (circle 7). Because AR2 requires glutamate, a molecule not provided in the growth medium, this finding also supports the hypothesis presented in ref. [36] that *E*. *coli* has a putative endogenous glutamate generator.

No statistically significant difference between the pH of the mixed bulk fluid of the space and Earth samples was observed. It is exactly this finding—no difference in the mixed fluid pH—that suggests the acid response exhibited by the cell was a result of the local build up, which would be sufficiently diluted when mixed so as to not be discernable. This is the basic premise of our conclusion as to why the individual cell would be affected and why this connection has been so challenging to assess prior to the gene expression data from this experiment.

The reduction in mass transport in space with respect to Earth may also explain the observed lack of trends in differential expression of most genes as a function of drug concentration (for example, see Table 1). While cultures in space were likely exposed to lower drug concentrations than their matched ground controls (similar to the glucose concentration gradient depicted in Fig 4), the difference between the spaceflight and Earth sets likely varied between the 25, 50 and 75 μg/mL groups, and it is reasonable to assume that this variation may not be linear. Future studies are needed to quantitatively assess the actual drug concentration that cells are exposed to in space, as this becomes important to inform drug dosages during long-duration space missions.

This new information also suggests how the spaceflight *in vitro* environment relates to conditions in the human body associated with bacterial virulence and mutation. In order to survive the 1.5<pH<2.5 mammalian gastric environment, bacteria usually need to be digested in large numbers (>10^9^) to survive. This is not the case, however, for *E*. *coli*, which can survive with as little as 100–1000 cells due to its effective acid resistance (AR) systems [49] (which is advantageous for a pathogen [56]). Once bacteria have survived exposure to the gastric environment, they eventually reach the colon, which is described as a being carbon-rich environment (equivalent to 40mM glucose), poor in phosphate (inorganic phosphate starvation can be considered as concentrations of 25 μM) and anoxic [44], forcing *E*. *coli* to enter stationary phase—especially when the cells are unattached to the large intestine’s mucosa [50]. Entering this stage shifts *E*. *coli*’s metabolism to fermentation, increasing the excretion of short-chain fatty acids, a raise in the concentration of acetic acid to 90 mM, and a decrease in pH to ~4.4 [44]. Although these conditions should be bactericidal, *E*. *coli* thrives, likely due to the *gad* genes, including *gadX*, which we saw systematically overexpressed in our spaceflight experiment (up to 13.73-fold). GadX, the protein synthesized by the *gadX* gene, is a regulator of virulence genes in enteropathogenic *E*. *coli* [57]. Furthermore, acidic conditions enhance the expression of numerous virulence factors, including the ToxR-ToxT virulence regulon in *Vibrio cholera*, the *phoP-phoQ* regulon of *Salmonella enterica*, and the pH 6 antigen of *Yersinia pestis* [58]. As such, the acid buildup around cells observed in space may also partly explain the observed increase in virulence of *Salmonella typhimurium* reported to occur during spaceflight [8]. This information also warrants further investigation on mutagenesis and mutation rate changes in space, since toxic metabolic products have been identified as a common cause of mutations [59] and it is now indicated that cells in space in liquid medium experience an extracellular metabolic byproduct buildup.

It had been previously reported that Hfq was a regulator of gene expression and increased virulence in space [8]. A comparative analysis of the 12 genes that exist in both the *Salmonella typhimurium* and *E*. *coli* databases that were differentially expressed in the experiment reported in Ref. [8], show that 11 (92%) match in differential expression trend (to be either over or underexpressed in space), as shown in S9 Table. However, our samples did not show an underexpression of *hfq*. Thus, it is recommended that future transcriptomic analyses of bacterial cultures grown in space include assessments of the Hfq regulon to provide further insight.

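Of the 12 genes, *rplA*, *rplD*, *rplP*, *rpsF* and *rpsS*, all ribosomal protein genes, fell in space at 25 μg/mL in limma, and none rose (6 lower when adjusted over the list alone; adjusted p = 0.713 with an estimated correlation). *rpsS* was at 0.086 times the Earth mean (log2 fold change -3.48, standard error 0.76, adjusted p = 0.00969) and *rplD* at 0.0838 times (adjusted p = 0.00799). After median-ratio rescaling 1 of the 12 was higher and 5 lower. On the deposited values the 5 lower genes were 3 without 17.1A, 1.2A, 17.3A, 1.4A, 17.2A or 17.4A. *gapA*, of glycolysis, had 1.59, 5.35 and 1.99 times the Earth mean at 25, 50 and 75 μg/mL, and the outer membrane protein gene *ompA* 1.35, 2.93 and 1.23 times (smallest adjusted p = 0.293 and 0.277). At 50 μg/mL *rplD* and *rpsS* had 1.71 and 1.3 times the Earth mean, with log2 fold changes of 1.05 and 0.67 that turned to -0.31 and -0.69 after rescaling, and none of the 12 passed at 50 or 75 μg/mL (adjusted p = 0.99 with an estimated correlation at 50 μg/mL and 0.973 at 75 μg/mL). In mean RPKM all 12 passed the criterion at 1 or more concentrations, 5 of them higher somewhere.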

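*hfq*, the gene of the RNA chaperone Hfq, averaged 2256 ± 298 RPKM (SD, n = 4) in space and 1154 ± 501 RPKM (SD, n = 4) on Earth at 25 μg/mL, a ratio of 1.95. The log2 fold change was 1.04 (standard error 0.72, limma adjusted p = 0.424), and 1.97 after median-ratio rescaling (adjusted p = 0.00168), and it passed in a fit of the 25 μg/mL libraries alone (0.0281). The ratio at 50 μg/mL was 3.2 (adjusted p = 0.276, and 0.0465 without Earth library 18.4A) and at 75 μg/mL 1.43 (adjusted p = 0.955). In Earth library 1.3A it had 1906 RPKM against 877, 912 and 922 in the other Earth libraries at 25 μg/mL.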

The altered extracellular environment model [27] hypothesizes that under conditions of diffusion-limited transport, the influx rate of nutrients from the bulk fluid into the cell will be reduced and similarly, a greater concentration of excreted byproducts will be present within the transport boundary layer of the cell. However, prior flight and ground experiments have not been able to directly assess these conditions and related ground experiments implementing physical measurement techniques (holographic interferometry) were unable to provide the necessary resolution for such small-scale fluid density gradient detection [32]. Similarly, computational model coefficients could not be sufficiently validated without more specific empirical data [22].

The observations made during our study allow us to conceptualize the series of events as follows: 1) the lack of gravity-driven sedimentation and buoyancy result in a substrate concentration gradient as the molecules consumed by the cell are replaced solely by Brownian motion from the bulk medium, therefore, nutrient uptake is limited to diffusion-only transport. This 2) stimulates the cell’s metabolism, as seen under similar fed-batch conditions on Earth, which in turn translates into 3) an increase in organic acid production. This increase, together with the lack of gravity driven forces and flows helping to remove the metabolic wastes, contribute to a 4) pH decrease locally around the cell.

The proposed altered extracellular transport model, is therefore now supported through gene expression data. This new information, along with prior related experimental data, strongly suggests that reduced extracellular mass transport is the primary underlying gravity-dependent, physical mechanism responsible, at least in part, for the altered microbial behavior typically reported to occur in space, including reduced lag phase duration, increased final population density, improved biofilm formation, higher specific productivity of secondary metabolites, modified cellular envelope, enhanced conjugation efficiency, increased virulence and reduced susceptibility to antibiotics. These unique observations could be further corroborated on future spaceflight experiments by using motile cells to serve as in flight controls for comparison to non-motile responses, by examining a variety of other bacterial species under differing growth conditions, and to acquire metabolite mass measurements to reach more generalized conclusions.

The microgravity environment is increasingly being utilized for myriad microbial applications, e.g. vaccine development, finding novel molecular targets against drug-resistant pathogens, and antibiotic production, as well as for numerous other non-bacterial investigations, e.g. on osteoporosis or cancer [60]. Knowledge gained from these bacterial studies and related lines of research aimed at elucidating how extracellular biophysical processes initiate mechanical transduction signals in cells in space can be applied to help address growing concerns of infectious disease outbreaks occurring worldwide and for protecting astronauts as they venture beyond Earth orbit.

## Materials and Methods

### Experiment Design

The data described in this manuscript was acquired from 24 FPAs (test tubes described below in Hardware) flown to the International Space Station (ISS) and 24 that remained as Earth controls. Each FPA had four chambers, separately containing the growth medium, bacterial inoculum, antibiotic, and fixative (described below in their respective sections). The driving scientific question of this experiment was about antibiotic effectiveness (published separately) and therefore samples contained Gentamicin Sulfate at different concentrations, as described in the Antibiotic section. Half of the FPAs contained a fixative and the other half a different one, as described in the Fixative section. Each tested condition was flown in quadruplicates, thus the 3 concentrations in two different fixatives accounted for 24 FPAs. Sixteen spaceflight and 16 Earth FPAs contained samples with no antibiotics, but were lamentably requested to be fixed too early in the experiment to be used in this analysis. *n = 4* for each tested condition with a few exceptions, where samples were not taken into account because not the entire antibiotic solution was introduced into the growth chamber. Samples fixed with PFA: all were *n = 4* except for spaceflight at 25 and 50 μg/ml (*n = 3*, each). Samples fixed with RNA Later II: *n = 4* in all cases with the exception of Space and Earth 50 μg/ml, and Space 75 μg/ml, which had *n = 3*.

### Bacterial model

Non-pathogenic *E*. *coli* ATCC 4157 *Escherichia coli* (Migula) Castellani and Chalmers (ATCC^®^ 4157^™^) was chosen as the model species and strain for myriad reasons. *E*. *coli* is the bacterial research organism flown to space the most, which provides a wealth of data to compare against [61]. Specifically, this strain has been flown in seven different space shuttle flights: STS-37, -43, -50, -54, -57, -60 and -62 [20,27]. This is a non-motile strain when grown with glucose as the source of carbon. This is important because motile cells could potentially disrupt the proposed quiescent local fluid environment, which in turn may eradicate spaceflight effects [31]. As part of the human biome, *E*. *coli* will naturally be present in all human spaceflights and has been found on spacecraft surfaces and air [62]. It is an opportunistic pathogen, so has the potential to trigger infectious diseases during spaceflight [63], *e*.*g*. meningitis, invasive urinary tract infections, septicemia and diarrhea [64,65]. Finally, *E*. *coli* is an organism commonly used for genetic engineering studies, thus acquiring more knowledge about how it responds to the novel environment of space may prove beneficial to other applications.

### Growth medium and temperature

*E*. *coli* was grown anaerobically in Medium E minimal medium as described in ref. [66] supplemented with glucose (Fisher Scientific, Cat. No. D-16, Waltham, MA, USA) to a final $5\frac{g}{L}$ concentration (27.8 mM). To replicate the temperature changes that took place on orbit during operations, ground controls were stored and operated inside BioServe’s environmental test chamber to mimic the ISS humidity and temperature profiles. The experiment was designed for bacteria to be cultured at 30°C, as this temperature allows for a clearer differentiation of the growth phases [67]. Recorded temperature data show that the spaceflight samples were maintained at 30.2°C ±0.7°C (from four independent sensors) and the ground controls at 31.7°C ±0.4°C (from another four independent sensors), thus there was a 1.5°C average temperature difference. The inoculum’s cell density was $7.91\times 10^{6}\frac{cell}{mL}$ (log-phase cells), which once diluted to the test starting conditions yielded a $1.22\times 10^{6}\frac{cell}{mL}$ concentration.

### Antibiotics

The antibiotic used was Gentamicin Sulfate (MP Biomedical, Cat No. 1676045, Santa Ana, CA, USA), an aminoglycoside that interrupts protein synthesis by binding to the 30S subunit of the bacterial ribosome and which was previously flown in experiments onboard STS-69 and STS-73 [67] and the Soviet/Russian space station Mir [68] (reported in the last reference simply as Gentamicin, with no further details). Gentamicin Sulfate solutions were prepared in distilled water and filter-sterilized (0.20 *μm*) for flight. Their concentrations varied so that, when introduced into the culture, they would range from 25 to $75\;\frac{\mu g}{mL}$. They were stored at 4°C until needed for loading the FPAs (see Hardware, Sample Preparation and Loading, and Operations Timeline).

### Fixative

Since all analyses were done post-flight, the samples were fixed on orbit in paraformaldehyde (PFA) for the phenotypic studies and in RNA Later II for the genotypic assays. Paraformaldehyde (ACROS, Cat. No. 41678, New Jersey, USA) solutions in PBS (Fisher Scientific, Cat. No. TA-125-PB, Waltham, MA, USA) were prepared (pH 7.0) and filter sterilized (0.20 *μm*) so that, when mixed with the cultures, would yield a 1.5% concentration. RNA Later II (Life Technologies, Cat No. B7024, Carlsbad, CA, USA) at a 0.6 fixative/sample volume ratio was used for the gene expression analysis samples. Samples were fixed during stationary phase.

### Hardware

The experiments took place in BioServe’s Fluid Processing Apparatus (FPA), shown in Fig 5. The FPA is a spaceflight-rated glass barrel that can store four different solutions for up to a combined total of 6.5 mL and then mix them sequentially to initiate and terminate an experiment. Fluids are separated by septa, which can be pushed to allow mixing through a bypass. FPAs were packed in groups of eight inside Group Activation Packs (GAP), which in turn were housed inside BioServe’s Commercial Generic Bioprocessing Apparatus (CGBA) for temperature control [69].

**Fig 5:**
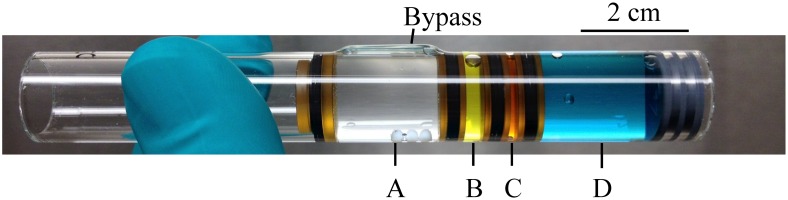
Fluid Processing Apparatus (FPA). BioServe’s Fluid Processing Apparatus (FPA) loaded with colored solutions to best describe the actual contents per chamber of the AES-1 configuration: A– 2.75 mL of sterile growth medium with glucose; B– 0.50 mL of inoculum in minimal medium without glucose; C– 0.25 mL of antibiotic solution; D– 2.10 mL of fixative (either paraformaldehyde or RNA Later II). In this figure, pushing from right to left would move the septum separating chambers A and B into the bypass, thus allowing for the solution in chamber B to be transferred and mixed into chamber A, and likewise to later add the contents of C and D. The actual solutions as flown in AES-1 were all colorless.

### Sample Preparation and Loading

All of the hardware items were autoclave-sterilized. Two sterile PTFE mixing balls were introduced together with 2.75 mL of sterile Medium E with $5.91\frac{g}{L}$ glucose (to yield a final $5\frac{g}{L}$ (27.8 mM) concentration when mixed with the inoculum) into the A chamber of each FPA. The FPAs were then incubated for 48 hours at 37°C for contamination check. Next, chamber B was loaded with 0.50 of inoculum (at $7.90\times 10^{6}\;\frac{cell}{mL}$ to yield a $1.22\times 10^{6}\;\frac{cell}{mL}$ concentration when mixed with the growth medium) in glucose-free Medium E to limit growth before activation. Chamber C was then loaded with 0.25 mL of antibiotic solution as necessary for each experimental condition. Finally, the corresponding fixative was introduced into Chamber D (2.10 mL). The FPAs were stored at 4°C and transported from Boulder, CO to NASA Wallops in Virginia (both flight and ground controls). There, the RNA Later II solution was re-homogenized since this fixative tends to form crystals at lower temperatures. The FPAs were then loaded into GAPs and these, in turn, into CGBA where they were maintained at 4°C from payload handover until experimentation activation. The ground controls were similarly prepared and maintained.

### Operations Timeline

Antibiotic solutions were prepared on December 10, 2014 and were maintained at 4°C afterwards. The loading of the hardware was finalized and it was handed over for integration into the Cygnus spacecraft on December 13, 2014. The experiment hardware was maintained at 4°C until experiment start. AES-1 launched onboard Orbital CRS-1 on January 9, 2014 with the samples held at 4°C. After being berthed to ISS, three days later the samples were transferred from the transport CGBA to another CGBA onboard Station waiting at 4°C. After transfer, the ISS CGBA was commanded to 30°C and 23 hours later, the first activation took place (introduction of the inoculum into the growth medium, as seen in Fig 6). Nineteen hours later the second activation was conducted (introduction of the antibiotic solution into the growth chamber). Thirty hours later the experiment was terminated (fixative allowed to mix with the culture). Thus, the experiment total processing time was 49 hours. After the experiment conclusion, the GAPs containing FPAs with PFA as fixative were stored in the ISS CGBA, which was then commanded to 20°C. The ones with RNA Later II were placed in the MELFI freezer at -75°C. The space samples remained stored as indicated until their return to Earth. The PFA-fixed samples came back on SpaceX-3, which landed May 18, 2015, and the RNA Later II samples returned on SpaceX-4 on October 25, 2015. All of these operations were repeated on Earth for the ground controls with the same timing and conditions, but with an 8 hour offset. Specific dates and times for each of the operational steps are provided in Appendix 2 of Zea (2015).

**Fig 6:**
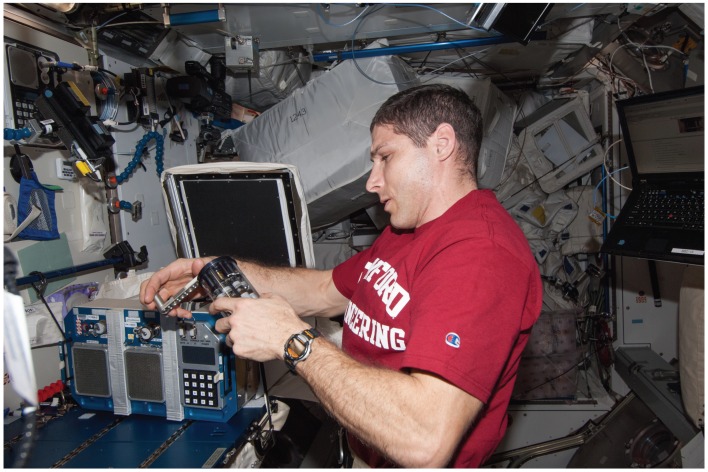
AES-1 operation in space. Astronaut Mike Hopkins operating one of the GAPs containing the AES-1 experiment onboard ISS (Photo credit: NASA). The individual in this manuscript has given written informed consent (as outlined in PLOS consent form) to publish these case details.

### Optical Density, Cell Count and pH

All of the analyses were conducted in labs post-flight after sample return to Earth. Optical Density (OD) measurements of the FPAs fixed with PFA were acquired with a Fisher Scientific Multiskan^™^ FC Microplate Photometer at 600 nm. Three individual samples were taken from each FPA, thus totaling over 500 OD data points. Due to the significant change in cell size on the spaceflight samples (published separately), the OD data was determined to be inaccurate; therefore, actual cell counts using a hemacytometer were conducted on each of the samples. pH measurements were taken of the fixed (in PFA) samples after briefly vortexing. Thus, measurements were taken of the mixed bulk fluid, taking into account the zones immediate to the cells as well as the overall bulk fluid. Measurements were taken with a Thermo Scientific Orion 9810BN Micro pH Electrode at ~25°C.

### RNA-seq library preparation, sequencing and data analysis

Four ml of the bacterial suspension in RNALater II and Medium E growth medium were spun down at 200 g’s for 5 min. The supernatant was discarded and the pellet were resuspended in 200 μl PBS and mixed by pipetting. 100 μl aliquots were taken out for DNA and RNA extraction from the same sample. RNA extraction was done using Qiagen RNeasy mini kit (Qiagen, Hilden, Germany) with on-column DNase digestion. Final elution was made in 30 μL dH_2_O. The concentration and integrity of the total RNA was estimated by Quant-iT^™^ RiboGreen^®^ RNA Assay Kit (ThermoFisher Scientific, Waltham, MA), and Agilent 2100 Bioanalyzer (Applied Biosystems, Carlsbad, CA), respectively. Ribosomal RNA (rRNA) was removed using Ribo-Zero^™^ Gold (Yeast) kit (Epicenter, Madison, WI) using manufacturer's recommended protocol. Immediately after the rRNA removal the RNA was fragmented and primed for the first strand synthesis using the NEBnext First Strand synthesis module (New England BioLabs Inc., Ipswich, MA). The second strand synthesis was then performed using the NEBnext Second Strand synthesis module. Following this the samples were taken into standard library preparation protocol using NEBNext^®^ DNA Library Prep Master Mix Set for Illumina^®^ with slight modifications. Briefly, end-repair was done followed by polyA addition and adapter ligation. Post-ligated materials were individually barcoded with primers and amplified through 12 cycles of PCR. Final library quantity was assessed by Quant-iT^™^ PicoGreen^®^ dsDNA Assay Kit and the library quality was estimated on LabChip^®^ GX (Caliper, PerkinElmer, Waltham, MA). Accurate quantification of the final libraries for sequencing applications was determined using the qPCR-based KAPA Biosystems Library Quantification kit (Kapa Biosystems, Inc., Woburn, MA). Each library was diluted to a final concentration of 12.5 nM and pooled equimolar prior to clustering. Paired-End (PE) sequencing on an Illumina HiSeq2500 sequencer (Illumina, Inc.). Image analysis and base calling was performed using the standard Illumina Pipeline consisting of Real Time Analysis (RTA) version v1.18.64. Raw reads were de-multiplexed using a bcl2fastq conversion software v1.8.3 (Illumina, Inc.) with default settings. Post-processing of the sequencing reads from RNA-seq experiments for each sample was performed using HudsonAlpha’s unique in-house RNA-seq data analysis pipeline. Briefly, quality control checks on raw sequence data for each sample were performed using FastQC (Babraham Bioinformatics, Cambridge, UK). Data-analysis was performed using the CLC Genomics Workbench (Version 7.5.1, CLC Bio, Aarhus, Denmark). The reference genome *Escherichia coli* (DH10B) sequence was downloaded from the UCSC genome browser. For read mapping, the following parameters were used: mismatch cost = 2, insertion and deletion cost = 3, length fraction: 0.8, similarity fraction = 0.8, global alignment = no, auto-detect paired distances = yes. Samples were grouped and differential expression of genes was calculated on the basis of fold changes (using the default cut-off ≥ ±2.0) observed in comparisons between defined conditions. RNA sequencing statistical data is described in S10 Table. The Spearman correlation (Fig 1) was generated using R software (v 3.2.4). Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes Tables 1, 2, and 3. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22). The results are presented as S11–S13 Tables.

## Supporting Information

S1 Table Differentially expressed genes per sets. Number of genes that were differentially expressed in space, with respect to their matched Earth (1g) controls (from over 4,000 genes in the *E*. *coli* (DH10B) sequence). The only two commonly under-expressed genes were *hokE* and *rzoD*.
(DOCX)

S2 Table Overexpressed genes in all three sets in space. S1 Table. Fold-increase of the genes that were overexpressed in space in all the three testing conditions, with respect to their matched Earth (1g) controls.
(DOCX)

S3 Table Over 10x overexpression in space– 25 μg/mL set. Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 25 μg/mL set.
(DOCX)

S4 Table Over 10x overexpression in space– 50 μg/mL set. Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 50 μg/mL set.
(DOCX)

S5 Table Over 10x overexpression in space– 75 μg/mL set. Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 75 μg/mL set.
(DOCX)

S6 Table Non-glucose catabolism metabolism genes. Differential expression of genes associated with metabolism but not directly involved in the glucose catabolism pathways analyzed in Fig 3. List compiled from ref. [45], [46]. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).
(DOCX)

S7 Table Acetate production from glucose genes. Differential expression of genes associated with acetate production from glucose. List compiled from ref. [45], [46]. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).
(DOCX)

S8 Table Genes induced by acetate but not by acidity. Differential expression of genes induced by acetate but not by acidity (comparing the lists from ref. [53] of acetate-induced genes, and ref. [36] list of genes induced by acidity). The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).
(DOCX)

S9 Table Hfq Regulon. Comparative analysis of the 12 genes that exist in both the *Salmonella typhimurium* and *E*. *coli* databases that were differentially expressed in the experiment reported in Ref. [8]. Eleven (92%) match in differential expression trend (to be either over or underexpressed in space). *hfq* was underexpressed (-3.36x) in Ref. [8] but non-differentially expressed in the 25 and 75 μg/mL sets, and overexpressed (3.20x) in the 50 μg/mL group.
(DOCX)

S10 Table Sequencing Matrix. RNA sequencing statistical data. The cut off for adjusted p-value was 0.05 with FDR correction of 0.05.
(DOCX)

S11 Table Gene set analysis on differentially expressed genes from Table 1. Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 1. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).
(DOCX)

S12 Table Gene set analysis on differentially expressed genes from Table 2. Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 2. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).
(DOCX)

S13 Table Gene set analysis son differentially expressed genes from Table 3. Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 3. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).
(DOCX)

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S1 Table — Number of genes that were differentially expressed in space, with respect to their matched Earth (1g) controls (from over 4,000 genes in the E. coli (DH10B) sequence). The only two commonly under-expressed genes were hokE and rzoD.

**S1 Table. Differentially expressed genes per sets.** Number of genes that were differentially expressed in space, with respect to their matched Earth (1g) controls (from over 4,000 genes in the *E. coli* (DH10B) sequence). The only two commonly under-expressed genes were *hokE* and *rzoD*.

|  | 25 µg/mL | 50 µg/mL | 75 µg/mL | In common |
| --- | --- | --- | --- | --- |
| Underexpressed | 1587 | 30 | 50 | 2 |
| Overexpressed | 270 | 2213 | 782 | 81 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S2 Table — S1 Table. Fold-increase of the genes that were overexpressed in space in all the three testing conditions, with respect to their matched Earth (1g) controls.

**S2 Table. Overexpressed genes in all three sets in space.** Fold-increase of the genes that were overexpressed in space in all the three testing conditions, with respect to their matched Earth (1g) controls.

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S3 Table — Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 25 μg/mL set.

**S3 Table. Over 10x overexpression in space – 25 µg/mL set.**  Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 25 µg/mL set.

| Gene | Fold increase |
| --- | --- |
| *yccJ* | 28.70 |
| *wrbA* | 24.76 |
| *ecnB* | 24.64 |
| *yegP* | 23.93 |
| *gadE* | 23.47 |
| *yhcO* | 20.17 |
| *hlyE* | 18.90 |
| *hyaC* | 18.25 |
| *ygeM* | 15.80 |
| *hyaD* | 15.54 |
| *slp* | 14.78 |
| *yiaG* | 14.22 |
| *gadC* | 14.18 |
| *gadA* | 14.07 |
| *gadX* | 13.73 |
| *gadB* | 12.22 |
| *hyaB* | 12.00 |
| *yohC* | 11.70 |
| *hyaF* | 11.08 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S4 Table — Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 50 μg/mL set.

**S4 Table. Over 10x overexpression in space – 50 µg/mL set.**  Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 50 µg/mL set.

| Gene | Fold increase |
| --- | --- |
| *trpA* | 69.11 |
| *trpD* | 60.78 |
| *trpB* | 53.43 |
| *trpE* | 46.74 |
| *trpC* | 45.61 |
| *malE* | 43.80 |
| *thiS* | 32.41 |
| *thiG* | 30.48 |
| *hdeB* | 29.08 |
| *thiF* | 28.87 |
| *thiE* | 28.59 |
| *yiaW* | 28.55 |
| *hdeA* | 28.09 |
| *gadB* | 25.60 |
| *ompL* | 24.88 |
| *thiH* | 24.88 |
| *thiC* | 24.67 |
| *yfbN* | 24.38 |
| *lamB* | 23.63 |
| *gadE* | 23.04 |
| *malK* | 22.39 |
| *yhjX* | 21.96 |
| *yhiD* | 19.57 |
| *gadA* | 17.49 |
| *ygeI* | 17.30 |
| *entC_1* | 15.22 |
| *entC_2* | 14.94 |
| *hdeD* | 14.86 |
| *yjgI* | 14.85 |
| *entS_2* | 14.44 |
| *yqeH* | 14.27 |
| *entS_1* | 13.82 |
| *flgB* | 13.03 |
| *yjdI* | 12.76 |
| *fes_2* | 12.27 |
| *yfdS* | 11.52 |
| *yqeI* | 11.39 |
| *fepA_2* | 11.29 |
| *gadC* | 11.11 |
| *yhdU* | 10.62 |
| *metA* | 10.50 |
| *bioB* | 10.12 |
| *hmp* | 10.02 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S5 Table — Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 75 μg/mL set.

**S5 Table. Over 10x overexpression in space – 75 µg/mL set.** Fold-increase of the genes that were overexpressed in space at least a 10-fold, with respect to their matched Earth (1g) controls, in the 75 µg/mL set.

| Gene | Fold increase |
| --- | --- |
| *malE* | 36.07 |
| *malK* | 31.81 |
| *trpE* | 30.14 |
| *lamB* | 30.05 |
| *trpD* | 26.28 |
| *trpC* | 19.13 |
| *trpB* | 18.84 |
| *trpA* | 18.74 |
| *flgB* | 12.86 |
| *flgC* | 12.05 |
| *flgE* | 11.98 |
| *flgD* | 10.05 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S6 Table — Differential expression of genes associated with metabolism but not directly involved in the glucose catabolism pathways analyzed in Fig 3. List compiled from ref. [45], [46]. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).

**S6 Table. Non-glucose catabolism metabolism genes.** Differential expression of genes associated with metabolism but not directly involved in the glucose catabolism pathways analyzed in Figure 3. List compiled from ref. 45, 46. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).

| Gene name | 25 μg/mL | 50 μg/mL | 75 μg/mL | 25 | 50 | 75 |
| --- | --- | --- | --- | --- | --- | --- |
| *cusF_1* | -1.89 | -3.75 | -2.27 |  |  |  |
| *cusF_2* | -6.90 | 1.99 | -3.38 |  |  |  |
| *malE* | -1.36 | 43.80 | 36.07 |  |  |  |
| *malK* | -1.58 | 22.39 | 31.81 |  |  |  |
| *oppA* | 1.11 | 5.87 | 3.84 |  |  |  |
| *oppB* | 1.78 | 4.68 | 3.45 |  |  |  |
| *oppC* | 2.06 | 4.30 | 3.33 |  |  |  |
| *oppD* | 2.69 | 4.27 | 3.45 |  |  |  |
| *oppF* | 2.52 | 4.77 | 3.63 |  |  |  |
| *poxB* | 8.77 | 3.48 | 1.79 |  |  |  |
| *sucA* | 3.37 | 4.07 | 2.96 |  |  |  |
| *sucB* | 4.29 | 3.60 | 2.84 |  |  |  |
| *sucC* | 3.59 | 4.16 | 3.11 |  |  |  |
| *sucD* | 4.35 | 4.39 | 3.18 |  |  |  |
| *thiE* | 2.40 | 28.59 | 6.57 |  |  |  |
| *thiF* | 2.41 | 28.87 | 7.44 |  |  |  |
| *thiG* | 2.26 | 30.48 | 8.04 |  |  |  |
| *thiH* | 2.20 | 24.88 | 7.44 |  |  |  |
| *thiS* | 2.49 | 32.41 | 6.01 |  |  |  |
| *trpA* | -5.10 | 69.11 | 18.74 |  |  |  |
| *trpB* | -5.20 | 53.43 | 18.84 |  |  |  |
| *trpC* | -6.65 | 45.61 | 19.13 |  |  |  |
| *trpD* | -6.85 | 60.78 | 26.28 |  |  |  |
| *trpE* | -8.63 | 46.74 | 30.14 |  |  |  |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S7 Table — Differential expression of genes associated with acetate production from glucose. List compiled from ref. [45], [46]. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).

**S7 Table. Acetate production from glucose genes.** Differential expression of genes associated with acetate production from glucose. List compiled from ref. 45, 46. The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).

| Gene  Name | 25 μg/mL | 50 μg/mL | 75 μg/mL | 25 | 50 | 75 |
| --- | --- | --- | --- | --- | --- | --- |
| *aceE* | -1.69 | 3.42 | 2.35 |  |  |  |
| *aceF* | -1.27 | 3.57 | 2.52 |  |  |  |
| *lpd* | -1.20 | 2.91 | 2.20 |  |  |  |
| *pflB* | -1.06 | 5.07 | 4.04 |  |  |  |
| *poxB* | 8.77 | 3.48 | 1.79 |  |  |  |
| *ptsG* | -2.06 | 2.41 | 1.49 |  |  |  |
| *pykA* | -1.32 | 3.38 | 1.83 |  |  |  |
| *pykF* | -1.62 | 3.61 | 2.02 |  |  |  |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S8 Table — Differential expression of genes induced by acetate but not by acidity (comparing the lists from ref. [53] of acetate-induced genes, and ref. [36] list of genes induced by acidity). The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).

**S8 Table. Genes induced by acetate but not by acidity.** Differential expression of genes induced by acetate but not by acidity (comparing the lists from ref. 53 of acetate-induced genes, and ref. 36 list of genes induced by acidity). The last three columns are graphical indicators of non-differential expression (white cells), over- (black cells) and under-expression (diagonal lines cells).

| Gene  Name | 25 μg/mL | 50 μg/mL | 75 μg/mL | 25 | 50 | 75 |
| --- | --- | --- | --- | --- | --- | --- |
| *adhE* | 1.85 | 5.73 | 3.47 |  |  |  |
| *katE* | 1.28 | 2.43 | 1.71 |  |  |  |
| *aslB* | -3.16 | 1.45 | 1.61 |  |  |  |
| *fbaB* | 4.18 | 5.77 | 2.36 |  |  |  |
| *glnK* | -1.31 | 4.15 | 2.56 |  |  |  |
| *grxB* | -1.33 | 4.06 | 2.89 |  |  |  |
| *metA* | -4.55 | 10.50 | 4.80 |  |  |  |
| *pflB* | -1.06 | 5.07 | 4.04 |  |  |  |
| *talA* | 6.08 | 4.77 | 2.18 |  |  |  |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S9 Table — Comparative analysis of the 12 genes that exist in both the Salmonella typhimurium and E. coli databases that were differentially expressed in the experiment reported in Ref. [8]. Eleven (92%) match in differential expression trend (to be either over or underexpressed in space). hfq was underexpressed (-3.36x) in Ref. [8] but non-differentially expressed in the 25 and 75 μg/mL sets, and overexpressed (3.20x) in the 50 μg/mL group.

**S9 Table. Hfq Regulon.** Comparative analysis of the 12 genes that exist in both the *Salmonella typhimurium* and *E. coli* databases that were differentially expressed in the experiment reported in Ref. 8. Eleven (92%) match in differential expression trend (to be either over or underexpressed in space). *hfq* was underexpressed (-3.36x) in Ref. 8 but non-differentially expressed in the 25 and 75 µg/mL sets, and overexpressed (3.20x) in the 50 µg/mL group.

| Gene  Name | Ref. 8 | 25 μg/mL | 50 μg/mL | 75 μg/mL |
| --- | --- | --- | --- | --- |
| *ompA* | 2.05 | 1.35 | 2.93 | 1.70 |
| *ompC* | 2.44 | -1.05 | 2.80 | 1.33 |
| *gapA* | 7.67 | 1.59 | 5.35 | 2.77 |
| *adhE* | 4.75 | 1.85 | 5.73 | 3.47 |
| *glpQ* | 2.58 | -1.06 | 2.14 | 1.57 |
| *sbmA* | 1.67 | -2.23 | 1.55 | 1.14 |
| *rpsS* | -3.46 | -11.63 | 1.30 | 1.00 |
| *rplD* | -2.54 | -11.94 | 1.71 | 1.14 |
| *rpsF* | -2.49 | -9.87 | 1.91 | -1.12 |
| *rplP* | -2.37 | -7.68 | 1.37 | 1.09 |
| *rplA* | -2.36 | -5.95 | 1.53 | -1.19 |
| *rplY* | -1.81 | -4.32 | 1.57 | -1.33 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S10 Table — RNA sequencing statistical data. The cut off for adjusted p-value was 0.05 with FDR correction of 0.05.

**S10 Table. Sequencing Matrix.** RNA sequencing statistical data. The cut off for adjusted p-value was 0.05 with FDR correction of 0.05.

| **Library ID** | **Library Name** | **Total Reads** | **PF Reads** | **PF Megabases** | **% >-= Q30** | **QScore** |
| --- | --- | --- | --- | --- | --- | --- |
| SL83337 | 2904-SL-0001 | 30037664 | 17560019 | 1756 | 61.17% | 28.46 |
| SL83338 | 2904-SL-0002 | 30653274 | 20654177 | 2065 | 69.52% | 29.63 |
| SL83339 | 2904-SL-0003 | 11564204 | 7192935 | 719 | 59.83% | 28.57 |
| SL83340 | 2904-SL-0004 | 18151310 | 10678416 | 1068 | 59.92% | 28.45 |
| SL83341 | 2904-SL-0005 | 42829790 | 28918675 | 2892 | 69.86% | 29.73 |
| SL83342 | 2904-SL-0006 | 17957952 | 10523360 | 1052 | 56.40% | 27.91 |
| SL83343 | 2904-SL-0007 | 16120990 | 8990677 | 899 | 56.19% | 27.78 |
| SL83345 | 2904-SL-0009 | 57353240 | 38495495 | 3850 | 72.07% | 30.14 |
| SL83347 | 2904-SL-0011 | 17718854 | 9966856 | 997 | 56.82% | 27.97 |
| SL83348 | 2904-SL-0012 | 17447468 | 10150937 | 1015 | 56.53% | 27.97 |
| SL83393 | 2904-SL-0057 | 26183154 | 22088109 | 2209 | 75.86% | 30.77 |
| SL83394 | 2904-SL-0058 | 27525272 | 22262440 | 2226 | 75.13% | 30.63 |
| SL83395 | 2904-SL-0059 | 30976656 | 25561937 | 2556 | 75.10% | 30.56 |
| SL83396 | 2904-SL-0060 | 34666542 | 28800964 | 2880 | 75.30% | 30.61 |
| SL83397 | 2904-SL-0061 | 40310674 | 32216291 | 3222 | 73.69% | 29.95 |
| SL83399 | 2904-SL-0063 | 27415672 | 21918830 | 2192 | 72.66% | 29.81 |
| SL83400 | 2904-SL-0064 | 31633478 | 25294130 | 2529 | 73.62% | 29.87 |
| SL83401 | 2904-SL-0065 | 25040310 | 20510518 | 2051 | 74.09% | 30.19 |
| SL83402 | 2904-SL-0066 | 32848144 | 26925624 | 2693 | 73.22% | 29.75 |
| SL83403 | 2904-SL-0067 | 32601272 | 27059056 | 2706 | 74.48% | 30.1 |
| SL83404 | 2904-SL-0068 | 44455936 | 37049578 | 3705 | 74.02% | 29.61 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S11 Table — Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 1. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).

**S11 Table. Gene set analysis on differentially expressed genesfrom Table 1.** Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 1. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).

| **GO biological process complete** | **Fold Enrichment** | **p-value** |
| --- | --- | --- |
| thiamine diphosphate metabolic process (GO:0042357) | > 100 | 2.21E-07 |
| thiamine diphosphate biosynthetic process (GO:0009229) | > 100 | 2.21E-07 |
| thiamine-containing compound biosynthetic process (GO:0042724) | > 100 | 3.41E-07 |
| thiamine biosynthetic process (GO:0009228) | > 100 | 3.41E-07 |
| thiamine metabolic process (GO:0006772) | > 100 | 1.04E-06 |
| thiamine-containing compound metabolic process (GO:0042723) | > 100 | 1.04E-06 |
| sulfur compound biosynthetic process (GO:0044272) | 47.57 | 4.44E-05 |
| pyrimidine-containing compound biosynthetic process (GO:0072528) | 38.05 | 1.34E-04 |
| pyrimidine-containing compound metabolic process (GO:0072527) | 23.78 | 1.34E-03 |
| vitamin biosynthetic process (GO:0009110) | 23.78 | 1.34E-03 |
| water-soluble vitamin biosynthetic process (GO:0042364) | 23.78 | 1.34E-03 |
| water-soluble vitamin metabolic process (GO:0006767) | 20.3 | 2.91E-03 |
| vitamin metabolic process (GO:0006766) | 20.3 | 2.91E-03 |
| sulfur compound metabolic process (GO:0006790) | 16.91 | 7.05E-03 |
| coenzyme biosynthetic process (GO:0009108) | 15.07 | 1.23E-02 |

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S12 Table — Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 2. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).

**S12 Table. Gene set analysis on differentially expressed genes from Table 2.** Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 2. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).

# Supplementary material for: A Molecular Genetic Basis Explaining Altered Bacterial Behavior in Space
**Source:** PLoS One. 2016 Nov 2;11(11):e0164359. doi: 10.1371/journal.pone.0164359
**Supplement:** S13 Table — Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 3. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).

**S13 Table. Gene set analysis son differentially expressed genes from Table 3.** Gene set analysis was performed using the PANTHER over representation test (release 2016-07-15) for the candidate genes in Table 3. The candidate genes were analyzed using the Gene Ontology Database (release 2016-08-22) (GORGP, 2015).

| **GO biological process complete** | **Fold Enrichment** | **p-value** |
| --- | --- | --- |
| pH elevation (GO:0045852) | 73.06 | 1.01E-02 |
| intracellular pH elevation (GO:0051454) | 73.06 | 1.01E-02 |
| regulation of intracellular pH (GO:0051453) | 60.89 | 1.74E-02 |
| regulation of cellular pH (GO:0030641) | 45.66 | 4.07E-02 |
| response to pH (GO:0009268) | 27.06 | 8.82E-05 |
| response to abiotic stimulus (GO:0009628) | 6.28 | 2.93E-02 |
| response to stimulus (GO:0050896) | 2.83 | 3.81E-03 |

How the deposited data were processed for this re-analysis (not part of the article)

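The deposited table holds RPKM values (reads in a gene scaled by its length and by the mapped reads) that the authors made in CLC Genomics Workbench 7.5.1 from HiSeq 2500 reads, checked with FastQC and mapped to the *E. coli* DH10B genome with a mismatch cost of 2, insertion and deletion costs of 3, a length fraction of 0.8 and a similarity fraction of 0.8. The values were used as the authors scaled them, and no reads were mapped again. The software here was R 4.3.3 with limma 3.58.1. How reads that fit overlapping or near-identical genes were counted, and from which strand, is not stated, so values of such genes are uncertain. The paper grew an ATCC strain, so the genome the authors mapped to is of another strain than the cultures. No gene coordinates were used, because the reference here is of a further strain, MG1655, whose genome differs from DH10B. Only its gene names, gene types and gene lengths were used. Of the gene names of the table, 3490 match a symbol of that reference and 4002 match when synonyms are counted.

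The 21 libraries fall into 6 groups by location and gentamicin concentration: 4 Space and 4 Earth libraries at 25 μg/mL, 3 and 3 at 50 μg/mL, and 3 and 4 at 75 μg/mL. All value columns were matched to a library, and 0 were left unmatched. The number before the dot in the library titles is shared across groups, but no source says that it marks a culture, a day or a batch, so no samples were paired. Within groups, none of the 27 pairs of libraries was identical, and the smallest chi-square per degree of freedom of a pair was 1.98.

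Depth was read from the steps between the values, since 1 read in a gene of known length gives a fixed step; the lengths are those of the MG1655 genes of the same name, which can differ from those of DH10B. By that estimate the libraries held from 0.216 M mapped reads (Earth 75 library 18.4A; M for mega) to 5.75 M, with a median of 3.03 M, and a trial with 4 simulated libraries had a largest error of 0%. In M mapped reads the libraries had Space 25, 17.1A 4.33, 1.2A 1.17, 17.3A 2.17, 1.4A 2.97; Space 50, 17.5A 0.635, 1.6A 3.46, 17.6A 2.72; Space 75, 18.1A 0.579, 18.3A 2.95, 2.4A 3.34; Earth 25, 1.1A 4.27, 17.2A 4.21, 1.3A 4.67, 17.4A 5.75; Earth 50, 1.5A 3.4, 1.7A 1.8, 17.8A 2.03; Earth 75, 2.1A 3.59, 18.2A 3.03, 2.3A 3.22, 18.4A 0.216. The share of mapped reads that lay in the listed genes was 10.0% in Earth 50 library 1.7A and 10.4% in 18.4A, 40.6% to 67.3% in the Space 25 libraries and 78.7% to 93.1% in the Earth 25 libraries. Genes at 0 numbered 1601 in 18.4A, 730 in 1.7A and 427 to 558 in the others. In all libraries, 385 genes were 0, among them all 108 entries for rRNA and tRNA, and 2566 genes were above 0 in every library. The values therefore do not show how many mapped reads came from rRNA or tRNA.

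The main test took log2 of RPKM + 1 for the 3871 genes whose mean over the 21 libraries was at least 1, fitted the 6 group means with lmFit and used eBayes with a trend. Space was set against Earth at each concentration, and the differences between concentrations were tested as interactions. Tests were two-sided, with Benjamini-Hochberg adjustment within each contrast and a limit of 0.05. The criterion of the paper, a ratio of arithmetic means of at least 2 or at most 0.5, was applied to every gene with both means above 0, and has no test of its own. Gene lists were tested with camera (estimated correlation between genes), and the tables also hold camera with a preset correlation and fry. Counts of list genes past the 2-fold criterion were set against all other genes with Fisher's exact test. That test takes genes as independent draws and does not measure the variation between libraries. Separation of Space from Earth libraries was the mean Spearman correlation within groups minus that between locations at the same concentration, with 100000 permutations within concentrations.

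Before the data were examined, these alternatives were set: median-ratio rescaling (each library divided by the median of its ratios to the geometric mean library), rescaling to the same sum, only Space libraries with at least 65% of bases at Q30, each library left out in turn, a pseudocount of 0.1, no filter, a fit for each concentration, the title prefix as a block, geometric means in place of arithmetic means, the Spearman measure on genes with a mean of at least 1, and list counts after rescaling. Chosen after seeing the values were the fit without Earth libraries 1.7A and 18.4A, the same with median-ratio rescaling, the deposited column headed Average after the Earth 75 libraries as the Earth 75 mean, Space means of 0 counted as lower, and the last 2 together. The deposited Earth 75 average equals the mean over 7 cells (the 4 Earth 75 libraries, 1.7A, 17.8A and the Earth 50 average), and its median ratio to the mean of the 4 libraries is 0.762. The other 5 deposited averages equal the group means within 0.01%.

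The test was tried on simulated values with known differences, 50 genes at each fold of 2, 4, 8 and 16, and the rule for the simulated noise was changed after its output was seen. As written at the start, the noise of each library was taken whole from the residuals of 1 library, which called 0, 15, 29 and 35 of the changed genes at 25 μg/mL, 0, 4, 16 and 31 at 50 μg/mL and 16, 22, 28 and 34 at 75 μg/mL, and called 0, 0 and 387 unchanged genes. With residuals drawn gene by gene, the test called 0, 6, 18 and 44, then 1, 2, 23 and 37, then 1, 2, 19 and 35, and 1, 1 and 4 unchanged genes. Shifts that cover a whole library can thus give false calls, and adjusted p-values on the deposited scale do not guard against them. Changes of 2-fold to 4-fold are mostly missed at these group sizes.

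Named genes are every gene that the paper names in its text or tables, the 10 largest rises and 10 largest falls past the test at each concentration among genes that separate all Space from all Earth libraries and have a group mean of at least 10 RPKM, and the 4 genes with the largest change in each list. Values in the paper's tables count as seen. Any other gene is said to be chosen after its values were seen.

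Of 39 gene lists, 15 come from the paper: the genes of Table 1; TCA and glyoxylate (Table 2); acid resistance, AR2, partly RpoS-dependent genes, genes up-regulated by acetate and other acid resistance (Table 3); genes overexpressed in all 3 sets (S2 Table); genes over 10-fold at 25, 50 and 75 μg/mL (S3, S4 and S5 Tables); metabolism outside glucose catabolism (S6 Table); acetate production (S7 Table); acetate-induced genes (S8 Table); and the Hfq regulon (S9 Table). The other 24 were chosen here before any list was tested: ribosomal proteins, translation factors, RNA polymerase and ATP synthase, flagella and chemotaxis, maltose regulon, iron acquisition, tryptophan operon, histidine and branched-chain biosynthesis, methionine and arginine biosynthesis, thiamine biosynthesis, sulfate assimilation, nitrogen starvation, phosphate starvation, RpoS general stress, heat shock, SOS response, oxidative stress, envelope stress, efflux pumps and porins, aerobic respiration, anaerobic respiration and hydrogenases, glycolysis, toxin-antitoxin genes, and prophage genes. Left out were growth curves, final cell counts and the other phenotype data of the paper, which the expression table does not hold, and tests on read counts, because the table holds RPKM.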

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

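Values far from the rest of their group, differences opposite in every sample and gene lists other than the paper's were looked for by fixed rules. A library was picked out when Dixon's test within its group of 4 passed, and by chance about 1 in 20 groups would be. Of 252 groups of 4 values tested, 51 were picked out; groups of 3 are too small for the rule. The test without Earth library 1.7A and the 3 regroupings of libraries for the interactions were chosen after the results were seen, and the other tests below before.

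Earth 25 library 1.3A stood far from the other 3 of its group, with RPKM of *thiH* 203, *malE* 90.9, *malK* 42.1, *lamB* 105, *oppB* 1176, *oppC* 1089, *oppD* 1313, *oppF* 1572, *ompF* 4506, *glnG* 83.6, *trpA* 1643, *trpB* 1633, *trpC* 993, *trpD* 932, *trpE* 915, *hfq* 1906, *arnB* 41.4 and *metA* 404. Among these are the *trp* genes, whose fall at 25 μg/mL turned to a rise when 1.3A was left out. Across genes, its Spearman correlation was 0.918 with 1.1A, 0.933 with 17.2A and 0.942 with 17.4A of its own group, and higher with libraries of other groups, 0.991 with space library 17.6A of 50 μg/mL, 0.976 with Earth library 1.5A of 50 μg/mL, 0.971 with space library 1.6A of 50 μg/mL and 0.969 with space library 2.4A of 75 μg/mL. Why it was closer to these was not tested.

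Earth 75 library 18.4A was far below its group in its sum of RPKM (143608), in mapped reads (216175) and in the percent of mapped reads in listed genes (10.4), and far above it in genes at 0 (1601). Its RPKM of single genes were *ompC* 62.9, *crp* 29.2, *trpD* 8.7, *hfq* 179.6, *rpsJ* 712, *sucD* 37.2 and *ompA* 355. In Earth 75 library 18.2A, *entS_2* 47.5 RPKM stood apart, and in Earth 75 library 2.1A *hdeA* 738, *hdeB* 278, *hdeD* 116, *gadB* 83.5 and *gadC* 47.

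Space 25 library 1.2A stood apart from the other 3 Space 25 libraries, with RPKM of *thiG* 448, *thiH* 429, *thiS* 216, *lamB* 64.2, *ompC* 764, *ompF* 1139, *trpC* 64, *gadW* 319, *gadX* 718, *hlyE* 217, *yiaG* 551, *bfr* 690.3, *entS_2* 15, *osmY* 2509.8, *talA* 416 and *ompA* 13793. It is the Space 25 library with at least 65% of bases at Q30.

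The response regulator gene *glnG* had 0.454 times the Earth mean at 25 μg/mL and 2.91 times at 50 μg/mL, with every sample on opposite sides at these concentrations, but the interaction did not pass (adjusted p = 0.085, and 0.605 after median-ratio rescaling). It passed without both low Earth libraries (0.0238), and a fit of the 25 μg/mL libraries alone called *glnG* lower (0.0107), along with a large share of all genes. Lists chosen here with at least 3 genes past the test at 25 μg/mL were ribosomal proteins (36 lower, 31 of them in none of the paper's lists or text), RpoS general stress (9 higher, 1 of them outside the paper's lists, as the paper discusses genes that depend on RpoS), heat shock (3 higher, 3 outside) and anaerobic respiration and hydrogenases (6 higher, 2 outside). None of the 4 lists passed with an estimated correlation (adjusted p = 0.206, 0.0907, 0.0874 and 0.713, in the same order), while ribosomal proteins, RpoS general stress and heat shock did after median-ratio rescaling (0.0291, 0.033 and 0.0442). When each library was left out, the counts ran from 10 to 47, 3 to 16, 0 to 9 and 5 to 8.

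Among genes past the 2-fold criterion at 50 μg/mL, 98.9% were higher in space. Without Earth library 1.7A the genes at least 2-fold higher fell from 2213 to 1085, against 41 lower, a share of 96.4%. The library thus carried part of the count, and higher genes still far outnumbered lower ones without it, so it was not the only source; the share is near its ceiling and does not measure how large that part is. After median-ratio rescaling it was 74.2% (50.8% to 78.6% when each library was left out) and after rescaling to the same sum 69.0% (36.2% to 75.4%). Both rescalings bring the middle gene close to no change, from a median log2 fold change of 1.26 to 0.04 and -0.04, and so even the balance whatever the source, and these shares say nothing of it. RPKM divides by all mapped reads, so a library with fewer of them in the listed genes has lower values. The part of mapped reads in the listed genes was 10.0% in Earth library 1.7A, 44.9% in 17.8A and 60.9% in 1.5A, against 80.0% to 94.9% in the Space 50 libraries. What set these apart was not tested. Location was not tested as a source, because these samples hold no group that separates it from library batch or from the recorded difference of 1.5 °C in culture temperature. Nor do they separate it from the higher final cell count that the paper reports in space. Drug concentration is crossed with location, and whether the difference between space and Earth changed with it is what the interaction tests ask; as deposited no gene passed them.

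Among genes past the 2-fold criterion at 25 μg/mL, 85.4% were lower in space. The share fell to 36.8% after median-ratio rescaling (32.8% to 38.5% with each library left out) and to 48.9% after rescaling to the same sum (43.0% to 53.3%). Both rescalings bring the median log2 fold change from -0.74 close to 0 (0.13 and -0.03), so the balance had to move toward even whatever the source, and neither share tells a difference of scale from a change in most genes. The share of mapped reads in the listed genes was 40.6% to 67.3% in the Space 25 libraries and 78.7% to 93.1% in the Earth 25 libraries. Because RPKM divides by all mapped reads, these shares lower the values of the Space 25 libraries as a whole. What set the shares apart was not tested.

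The Space libraries with at least 65% of bases at Q30, 1.2A, 17.5A and 18.1A, could share an effect of their sequencing run. Across genes, the deviations of 17.5A and 18.1A from the other Space libraries of their groups had a correlation of 0.722. Those of 1.2A and 17.5A had -0.132, the lowest, and those of 1.2A and 18.1A -0.0602. So 17.5A and 18.1A differed from their groups in the same genes, and 1.2A did not. Libraries of different concentrations were compared, so the low correlations cannot exclude an effect of the run. In the order 1.2A, 17.5A and 18.1A, 20.7, 28.9 and 38.5 M reads passed the sequencer's filter and 1.17, 0.635 and 0.579 M were mapped. In the other Space libraries these were 7.19 to 17.6 M and 2.17 to 4.33 M. Location cannot be told apart from library batch, base quality or the culture temperature in these samples: the paper recorded 30.2 °C in space and 31.7 °C on Earth. The paper also reports a higher final cell count in space, from separately fixed tubes, so culture density goes with location as well.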

How the results depend on the processing

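No gene passed at 50 and 75 μg/mL under most settings, and at 25 μg/mL genes passed in both directions under all settings that kept more than 1 Space library. A part of the named genes, 80 of them, was followed through all settings. Of these 80, none that passed, as deposited or under an alternative, had the opposite sign under the other of the 2, but the sign of genes past neither test did turn, as given above for the *trp* genes, *metA* and *rpoS*. Of the same 80 genes at 75 μg/mL, 21 turned without Space library 2.4A and 19 without Earth library 18.4A. Of the gene-level comparisons with an alternative, 6926 kept their side of the limit, 143 gained a pass and 131 lost it. No gene passed as deposited at 50 or 75 μg/mL, so a pass could be lost only for the genes called at 25 μg/mL. Many comparisons also left out a library of another concentration. The count that kept their side is therefore no measure of how stable the calls were. Losses came from leaving out a library (88), the pseudocount of 0.1 (9), median-ratio rescaling (1) and the same sum (1). The rest came from the fit with Q30 of at least 65%, which has 1 Space library per concentration and from which no calls are read. Gains came from leaving out a library (57), a fit for each concentration (31), median-ratio rescaling (11), the same sum (11), the fits without both low Earth libraries (11, and 14 with rescaling) and the title prefix block (8). The cause was not tested for any value below, except where the alternative itself uses fewer libraries.

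After median-ratio rescaling, 280 genes were higher and 271 lower at 25 μg/mL (41 and 110 on the deposited scale), 96 differed between 25 and 50 μg/mL and 103 between 25 and 75 μg/mL (0 and 0). Genes at least 2-fold higher went from 270 to 810 at 25 μg/mL, from 2213 to 435 at 50 μg/mL and from 30 to 53 at all 3 concentrations, and genes at least 2-fold lower from 1580 to 472, from 25 to 151, from 54 to 227 at 75 μg/mL and from 1 to 6 at all 3. The TCA and glyoxylate genes at least 2-fold higher at 1 or more concentrations went from 23 to 10, and those of acetate production from 8 to 2. The share of 2-fold genes that were higher went from 14.6% to 63.2% at 25 μg/mL, from 98.9% to 74.2% at 50 μg/mL and from 86.4% to 63.2% at 75 μg/mL.

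With the libraries rescaled to the same sum, 205 genes were higher and 362 lower at 25 μg/mL, 119 differed between 25 and 50 μg/mL and 150 between 25 and 75 μg/mL. Genes at least 2-fold higher were 647 at 25 μg/mL and 385 at 50 μg/mL, and lower 618, 173 and 238 at 25, 50 and 75 μg/mL and 4 at all 3; the TCA count was 8 and the acetate production count 2.

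With only the Space libraries of at least 65% Q30, 1 per concentration, *yegP* and *ecnB* had log2 fold changes of 5.34 and 5.60 at 25 μg/mL (4.49 and 4.44 with all libraries). Those of *gadE* and *wrbA* were 4.53 and 4.20, smaller than with all libraries. A Space group of 1 library has no spread of its own, so no calls are read from it. Genes at least 2-fold higher were 451 at 25 μg/mL and 56 at all 3, and lower 79 at 50 μg/mL, 519 at 75 μg/mL and 31 at all 3; the TCA count was 4, that of acetate production 1 and that of the acetate-induced genes (S8 Table) 5.

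A pseudocount of 0.1 gave 25 higher and 70 lower at 25 μg/mL, and no filter left every count on its side. A fit for each concentration gave 216 higher and 1606 lower at 25 μg/mL and 13 higher at 50 μg/mL. With the number before the dot in the titles as a block, 8 genes were higher at 50 μg/mL; the libraries share only that number, and the block changed no other count. The DESeq2 alternative was not run because the values are not counts.

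By geometric means, genes at least 2-fold higher at 75 μg/mL were 869 (344 by arithmetic means) and at all 3 concentrations 52, and genes at least 2-fold lower at 50 μg/mL were 10 and at all 3 concentrations 2.

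Chosen after the values were seen, the fit without Earth libraries 1.7A and 18.4A gave 159 higher and 1331 lower at 25 μg/mL, 1216 that differed between 25 and 50 μg/mL and 244 between 25 and 75 μg/mL; genes at least 2-fold higher were 1085 at 50 μg/mL and 186 at 75 μg/mL, and lower 41, 119 and, at all 3, 4. With rescaling of the other 19 libraries as well, 463 were higher and 509 lower at 25 μg/mL, and 120 and 144 differed between those concentrations; 2-fold higher were 686 at 25 μg/mL, 456 at 50 μg/mL and 49 at all 3, and lower 556 at 25 μg/mL, 127 at 50 μg/mL and 6 at all 3; the TCA count was 12 and that of acetate production 3.

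With the deposited Earth 75 average, genes at least 2-fold higher were 782 at 75 μg/mL and 81 at all 3, and lower 26 at 75 μg/mL. Counting Space means of 0 as lower gave 2 genes lower at all 3 concentrations, and both choices together gave 782 higher at 75 μg/mL, 81 higher at all 3 and 2 lower at all 3. Both were chosen after the values were seen.

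Leaving out each library in turn, genes higher at 25 μg/mL ranged from 22 (without 1.4A) to 103 (without 18.4A) and lower from 20 (17.2A) to 746 (18.4A); genes higher at 50 μg/mL from 0 to 365 (18.4A), genes that differ between 25 and 50 μg/mL from 0 to 1884 (18.4A) and between 25 and 75 μg/mL from 0 to 15 (18.4A). The contrasts at 25 and 50 μg/mL use 18.4A only through the pooled variance of the fit. Genes at least 2-fold higher ranged from 1085 (1.7A) to 3005 (1.5A) at 50 μg/mL, from 186 (18.4A) to 598 (18.2A) at 75 μg/mL and from 19 (1.2A) to 49 (18.2A) at all 3, and lower from 15 (17.8A) to 58 (17.5A) at 50 μg/mL, from 45 (2.3A) to 333 (18.3A) at 75 μg/mL and from 0 (1.4A) to 3 (18.3A) at all 3. The Spearman separation, 0.0120 over all libraries, ranged from 0.00453 (1.7A) to 0.0241 (17.5A).

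Results that stayed within 1.5 times of their value when each library was left out were the 2-fold counts at 25 μg/mL (220 to 305 higher, 1406 to 1801 lower) and the list counts of 2-fold higher genes: TCA and glyoxylate 18 to 24, S6 Table 22 to 23, acetate production 7 to 8, AR2 6 to 6, partly RpoS-dependent 11 to 11, up-regulated by acetate 14 to 17, acetate-induced 7 to 8 and acid resistance 28 to 33. Of genes past the test at 25 μg/mL, ribosomal proteins ranged from 10 to 47, hydrogenases from 5 to 8, heat shock from 0 to 9 and RpoS general stress from 3 to 16.

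Depth limits genes with low RPKM most in 18.4A, with 1601 genes at 0, and in 1.7A, with 730, so low values in Earth 50 and Earth 75 cannot be told from missing reads there.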

Differences from the paper's values

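Of 56 values of the paper that were computed again, 8 differ by more than 1.5 times or in sign. The paper does not describe the alternatives named as chosen after the values were seen, and closeness under them is not a test. The deposited Earth 75 average stands apart, because the paper's ratios at 75 μg/mL equal those made with it, value for value. That column is a mean over 7 cells, with Earth 50 libraries among them. Of the values in the paper's tables, 226 of 226 at 25 μg/mL and 250 of 250 at 50 μg/mL equal the ratios here within 0.5%; at 75 μg/mL it is 0 of 219 with the mean of the 4 Earth 75 libraries (median of the paper's value over that here 1.37) and 219 of 219 with the deposited Earth 75 average.

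For the *trp* genes at 25 μg/mL, the paper's text gives falls from -2.06 to -3.65 fold, and here they run from -5.10 to -8.63, which are also the values in the S6 Table of the paper. In Table 2 of the paper -2.06 is the value of *ptsG* at 25 μg/mL and -3.65 that of *ackA*. The closeness of a rescaled value to either end therefore does not explain the range in the text. For the smaller fall, median-ratio rescaling comes close (-2.58), and the same sum (-3.18), Q30 of at least 65% (-4.00), geometric means (-1.27) and leaving out any library do not; without Earth library 1.3A the sign turned (1.98). For the larger fall, median-ratio rescaling (-4.11) and the same sum (-5.12) come close, and Q30 of at least 65% (-15.2), geometric means (-2.33) and leaving out any library (1.07 without 1.3A) do not. The fit without both low Earth libraries and with rescaling, chosen after the values were seen, gives -2.87 and -4.63 and drops 0 of the 5 genes.

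For the lowest rise of the *trp* genes at 75 μg/mL, the paper gives 18.74 and the value here is 12.5. Leaving out 18.1A (18.3), 18.3A (17.4), 2.1A (16.7) or 18.2A (12.7) comes close, while leaving out any other library, median-ratio rescaling (10.5), the same sum (8.59), Q30 of at least 65% (-1.32) and geometric means (4.83) do not; without 2.4A it was 1.65. Chosen after the values were seen, the deposited Earth 75 average gives 18.7 and the fit without both low Earth libraries with rescaling 13.3, and both drop 0 of the 5 genes.

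The lowest rise of *hdeA*, *hdeB* and *hdeD* is 2.66 in the paper and 1.63 here. Leaving out 18.1A (2.36), 18.3A (2.28) or 2.1A (3.04) comes close; leaving out any other library, median-ratio rescaling (1.40), the same sum (1.27), Q30 of at least 65% (-14.8) and geometric means (1.06) do not, and without 2.4A the sign turned (-5.63). The deposited Earth 75 average, chosen after the values were seen, gives 2.66 and drops 0 of the 3 genes.

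The lowest rise of *oppA* and *oppB* at 25 and 50 μg/mL is 3.45 in the paper's text and 1.11 here, and 1.11 is also in the S6 Table of the paper. No alternative comes close: median-ratio rescaling gives 2.04, the same sum 1.75, Q30 of at least 65% 1.37 and geometric means 1.11, and leaving out a library does not reach it either (the sign turned without 1.2A, -1.02, and without 1.1A, -1.01). In the S6 Table 3.45 is the value of *oppB* at 75 μg/mL, and its values of both genes at 50 and 75 μg/mL run from 3.45 to 5.87.

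The paper counts 782 genes overexpressed at 75 μg/mL, and 344 are at least 2-fold higher here. Geometric means (869) and leaving out 18.2A (598) or 2.3A (523) come close; median-ratio rescaling (390), the same sum (398), Q30 of at least 65% (315) and leaving out any other library do not. With the deposited Earth 75 average, chosen after the values were seen, the count is 782.

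Genes overexpressed in all 3 sets number 81 in the paper and 30 here. Q30 of at least 65% (56) comes close, and median-ratio rescaling (53), the same sum (33), geometric means (52) and leaving out any library do not. With the deposited Earth 75 average, chosen after the values were seen, the count is 81, and 0 of the 81 genes of the S2 Table drop out; with the mean of the 4 libraries, 81, 81 and 30 of them are at least 2-fold higher at 25, 50 and 75 μg/mL.

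Genes underexpressed in all 3 sets number 2 in the paper, *hokE* and *rzoD*, and 1 here, *hokE_1*. Geometric means (2) and leaving out 17.3A (2), 18.3A (3), 1.3A (2), 17.4A (2) or 18.4A (3) come close; median-ratio rescaling (6), the same sum (4), Q30 of at least 65% (31) and leaving out any other library do not. *rzoD_2* has a Space mean of 0 at all 3 concentrations, against Earth means of 1.17, 0.897 and 0 RPKM, so it has no ratio here, while its deposited Earth 75 average is 0.513. With Space means of 0 counted as lower, chosen after the values were seen, the 2 genes are *hokE_1* and *yfjQ*, and with the deposited Earth 75 average as well they are *hokE_1* and *rzoD_2*, which drops 0 of the 2. That pair of choices also gives 1587, 30 and 50 genes at least 2-fold lower at 25, 50 and 75 μg/mL, which are the paper's counts.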

Other observations

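Of 52 ribosomal protein genes tested, 36 were lower in space at 25 μg/mL (46 when adjusted over the list alone), 0 passed at 50 and 75 μg/mL, and the median log2 fold change relative to that of all genes was -2.00, -0.25 and -0.60 at 25, 50 and 75 μg/mL. With an estimated correlation between genes the list did not pass at 25 μg/mL (adjusted p = 0.206), and after median-ratio rescaling 45 were lower and 1 higher, and the list passed (adjusted p = 0.0291). *rplC* had 0.0769 times (log2 fold change -3.64, standard error 0.73, adjusted p = 0.00704) the Earth mean. The count fell to 10 without 17.1A, 11 without 17.4A, 12 without 17.2A, 16 without 17.3A, 18 without 1.4A, 19 without 1.3A and 22 without 1.2A.

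Of the 37 genes of RpoS general stress, 9 were higher at 25 μg/mL (14 higher and 1 lower over the list alone), with relative medians of 2.08, 0.44 and -0.10; the list had adjusted p = 0.0907, and after rescaling 22 genes and adjusted p = 0.033. Its count moved to 3 without 1.3A, 4 without 1.2A or 1.4A, 5 without 17.2A or 17.4A and 16 without 18.4A. Heat shock genes had 3 of 20 higher, *clpB*, *dnaK* and *hslR* (7 over the list alone), relative medians of 2.27, 0.35 and -0.42 and adjusted p = 0.0874, and after rescaling 13 genes and adjusted p = 0.0442. *clpB* had 7.78 times (log2 fold change 2.94, standard error 0.69, adjusted p = 0.015) and *dnaK* 6.56 times (log2 fold change 2.77, standard error 0.69, adjusted p = 0.0226) the Earth mean at 25 μg/mL, and the calls were lost without 5 and 6 of the libraries in turn, with adjusted p up to 0.0872 and 0.116. The heat shock count moved to 0 without 17.1A, 17.3A, 1.4A, 17.2A or 17.4A, 5 without 1.7A and 9 without 18.4A. The paper recorded 30.2 °C in the space cultures and 31.7 °C in those on Earth, so temperature goes with location in this comparison.

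In anaerobic respiration and hydrogenases, 6 of 49 genes were higher at 25 μg/mL, *hyaA*, *hyaB*, *hyaC*, *hyaD*, *hyaE* and *hyaF*, with *hyaA* and *hyaE* named after their values were seen (6 over the list alone; relative medians 0.18, 0.25 and -0.04; adjusted p = 0.713; 11 genes after rescaling). *hyaB* had 12 times (log2 fold change 3.55, standard error 0.68, adjusted p = 0.00611) the Earth mean. Envelope stress had 2 of 18 lower, *degP* and *surA* (6 over the list alone; relative medians -0.36, -0.14 and -0.22; adjusted p = 0.718), with *degP* at 0.0824 times the Earth mean (adjusted p = 0.0204), a call lost without 4 of the libraries in turn; the count moved to 0 without 17.1A, 1.2A, 17.2A or 17.4A, 1 without 17.3A, 1.4A, 17.5A, 1.6A, 17.6A, 18.1A, 18.3A, 2.4A, 1.1A, 1.3A, 1.5A, 17.8A, 18.2A or 2.3A, 4 without 1.7A and 6 without 18.4A. Oxidative stress had 1 of 24 higher, *sufA* (relative medians 1.23, 0.46 and 0.02; adjusted p = 0.438; 6 genes after rescaling), and its count moved to 0 without 1.2A, 17.3A, 1.4A, 17.2A, 1.3A or 17.4A and 3 without 1.7A or 18.4A. Aerobic respiration had 1 of 27 higher, *appB* (relative medians 0.54, 0.56 and 0.43; adjusted p = 0.718), and 2 without 18.4A.

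Translation factors had 1 of 11 lower at 25 μg/mL, *efp* (2 over the list alone; relative medians -0.87, 0.21 and -0.16; adjusted p = 0.718), and the count moved to 0 without 17.1A, 17.2A or 17.4A, 2 without 1.7A and 6 without 18.4A. Methionine and arginine biosynthesis had 1 of 20 lower, *argG* (1 over the list alone, and 8 higher at 50 μg/mL; relative medians -0.55, 1.07 and 1.06; adjusted p = 0.718), and the count moved to 0 without 17.1A, 1.2A, 17.3A, 1.4A, 1.6A, 17.6A, 18.1A, 18.3A, 1.1A, 17.2A, 1.3A, 17.4A, 17.8A, 18.2A or 2.3A, 2 without 1.7A and 5 without 18.4A.

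No gene passed at any concentration in the other lists; their relative medians at 25, 50 and 75 μg/mL, and the adjusted p of the list at 25 μg/mL (limma's camera, estimated correlation), were RNA polymerase and ATP synthase, 12 genes, -0.97, 0.48 and 0.18, p = 0.713; flagella and chemotaxis, 45 genes, 0.06, 0.63 and 0.94, p = 0.963; iron acquisition, 48 genes, 0.73, 0.59 and -0.28, p = 0.718; histidine and branched-chain biosynthesis, 14 genes, -0.50, 0.56 and 0.25, p = 0.782; sulfate assimilation, 15 genes, -0.29, 0.91 and 1.25, p = 0.937; SOS response, 17 genes, -0.83, -0.17 and -0.34, p = 0.713; glycolysis, 16 genes, 0.58, 0.58 and 0.28, p = 0.718; toxin-antitoxin, 17 genes, 0.43, -0.09 and -0.42, p = 0.857; prophage genes, 7 genes, 0.27, 0.07 and 0.12, p = 0.713. Over the list alone, 15 iron acquisition genes were higher at 50 μg/mL, and 2 of RNA polymerase and ATP synthase and 5 of the SOS response were lower at 25 μg/mL. Most genes of the table moved in the same directions at these concentrations.

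Other splits of the libraries into groups of the same sizes were tested. At 25 μg/mL, 1 of 35 splits had as many genes past the test as the real one, which is the real one itself (151 genes; highest other 0). For 50 μg/mL no gene passed limma in the real split (689 at an unadjusted p under 0.05), so all 10 splits have as many by construction and say nothing of chance; the highest other had 0, and 10 splits would be too few in any case. The same holds at 75 μg/mL, where the real split had 0 (73 unadjusted) and so all 35 have as many. The highest other there had 264, with 18.1A, 2.4A and 18.4A as 1 group, which points to some structure of these samples. What it is was not tested; 18.4A is the library with 0.216 M mapped reads, and simulated noise taken whole from single libraries also called 387 unchanged genes at 75 μg/mL. For the interactions, regroupings chosen after the results were seen are fixed in the same way at 100 of 100 for each pair of concentrations, since the real counts were 0 (1373, 652 and 46 unadjusted), and they say nothing of chance; the highest others had 28, 41 and 12.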
